# Transcriptome analysis and anaerobic C_4_‐dicarboxylate transport in *Actinobacillus succinogenes*

**DOI:** 10.1002/mbo3.565

**Published:** 2017-12-12

**Authors:** Mi Na Rhie, Byeonghyeok Park, Hyeok‐Jin Ko, In‐Geol Choi, Ok Bin Kim

**Keywords:** *Actinobacillus succinogenes*, C_4_‐dicarboxylate transport, fumarate, transcriptome analysis

## Abstract

A global transcriptome analysis of the natural succinate producer *Actinobacillus succinogenes* revealed that 353 genes were differentially expressed when grown on various carbon and energy sources, which were categorized into six functional groups. We then analyzed the expression pattern of 37 potential C_4_‐dicarboxylate transporters in detail. A total of six transporters were considered potential fumarate transporters: three transporters, Asuc_1999 (Dcu), Asuc_0304 (DASS), and Asuc_0270‐0273 (TRAP), were constitutively expressed, whereas three others, Asuc_1568 (DASS), Asuc_1482 (DASS), and Asuc_0142 (Dcu), were differentially expressed during growth on fumarate. Transport assays under anaerobic conditions with [^14^C]fumarate and [^14^C]succinate were performed to experimentally verify that *A. succinogenes* possesses multiple C_4_‐dicarboxlayte transport systems with different substrate affinities. Upon uptake of 5 mmol/L fumarate, the systems had substrate specificity for fumarate, oxaloacetate, and malate, but not for succinate. Uptake was optimal at pH 7, and was dependent on both proton and sodium gradients. Asuc_1999 was suspected to be a major C_4_‐dicarboxylate transporter because of its noticeably high and constitutive expression. An Asuc_1999 deletion (∆1999) decreased fumarate uptake significantly at approximately 5 mmol/L fumarate, which was complemented by the introduction of Asuc_1999. Asuc_1999 expressed in *Escherichia coli* catalyzed fumarate uptake at a level of 21.6 μmol·gDW ^−1^·min^−1^. These results suggest that C_4_‐dicarboxylate transport in *A. succinogenes* is mediated by multiple transporters, which transport various types and concentrations of C_4_‐dicarboxylates.

## 1 INTRODUCTION

C_4_‐dicarboxylates such as fumarate, succinate, malate, oxaloacetate, and aspartate are relevant intermediates of central metabolism in most living organisms. Because of their direct integration into central metabolic pathways, C_4_‐dicarboxylates serve as good carbon and energy sources for growth. Some bacteria, such as Pseudomonads and Rhizobia, preferentially utilize C_4_‐dicarboxylates over glucose and other sugars (Garcia, Bringhurst, Pinedo, & Gage, 2010; Unden, Strecker, Kleefeld, & Kim, 2016; Valentini & Lapouge, 2013). C_4_‐dicarboxylates are often used as exchange substrates between organisms in symbiotic relationships or in the same ecosystem. In legume‐Rhizobia symbiosis, the bacteroids receive C_4_‐dicarboxylate from plants at the expense of nitrogen fixation, which is achieved by uptake of malate and efflux of aspartate or ammonium (Prell & Poole, 2006; Yurgel & Kahn, 2004). In the bacterial consortium of *Chlorochromatium aggregatum*, the phototrophic epibiont appears to provide α‐ketoglutarate or C_4_‐dicarboxylate for the central motile β‐Proteobacteria in exchange for mobility (Wanner, Vogl, & Overmann, 2008). The genome of the central motile symbiont also contains tripartite ATP‐independent periplasmic (TRAP) dicarboxylate transporters (Liu et al., 2013). The bovine rumen is an ecological niche for many succinate producers such as *Wolinella succinogenes, Actinobacillus succinogenes*,* Mannheimia succiniciproducens*, and *Basfia succiniciproducens* (Baar et al., 2003; Guettler, Rumler, & Jain, 1999; Hong et al., 2004; Kuhnert, Scholten, Haefner, Mayor, & Frey, 2010). Succinate fermenters such as *Prevotella ruminicola*,* Selenomonas ruminantium*, and *Veillonella alcalescens* acquire ATP by decarboxylating succinate to propionate in the rumen (Li et al., 2015). In these contexts, transport systems for C_4_‐dicarboxylates can play important roles in carbon and energy flow between organisms in an ecosystem. Since there are various C_4_‐dicarboxylates and cognate transport systems, the mode of each transport system should meet the functional requirements in its ecological niche. C_4_‐dicarboxylates transporters are classified by the direction of substrate transport into uptake, efflux, and antiport transporters (Janausch, Zientz, Tran, Kröger, & Unden, 2002; Unden et al., 2016).

*Actinobacillus succinogenes* is a gram‐negative, capnophilic, and facultative aerobic rumen bacterium, and is known as one of the best natural producers of succinate (Guettler et al., 1999; Litsanov, Brocker, Oldiges, & Bott, 2014; McKinlay, Shachar‐Hill, Zeikus, & Vieille, 2007; Rhie et al., 2014). Together with *Mannheimia succiniciproducens* and *Basfia succiniciproducens*,* A. succinogenes* is a nonpathogenic member of the Pasteurellaceae family, and has potential for application in industrial succinate production (Guettler et al., 1999; Kuhnert et al., 2010; Lee, Lee, Hong, & Chang, 2002). The *A. succinogenes* genome possesses several potential C_4_‐dicarboxylate transporters (McKinlay et al., 2010; Rhie et al., 2014), which might be selectively employed under different growth conditions. C_4_‐dicarboxylate consumption and succinate production indicate the presence of various C_4_‐dicarboxylate transporters (Figure 1). *A. succinogenes* grown anaerobically on glucose produces succinate at a stoichiometric ratio of 0.82 succinate/1 glucose (mole/mole) (Rhie et al., 2014), which is evidence for succinate efflux activity (Figure 1). Anaerobic growth on fumarate (or L‐malate) with glycerol resulted in 1.6 succinate/1 fumarate (or 1.2 succinate/1 L‐malate) (Rhie et al., 2014), confirming the existence of C_4_‐dicarboxylate uptake, succinate efflux, and/or C_4_‐dicarboxylate/succinate exchange in *A. succinogenes* (Figure 1). Conversely, aerobic growth on fumarate (or L‐malate) depends entirely on C_4_‐dicarboxylate uptake activity, as only acetate is produced without succinate (Rhie et al., 2014) (Figure 1).

**Figure 1:**
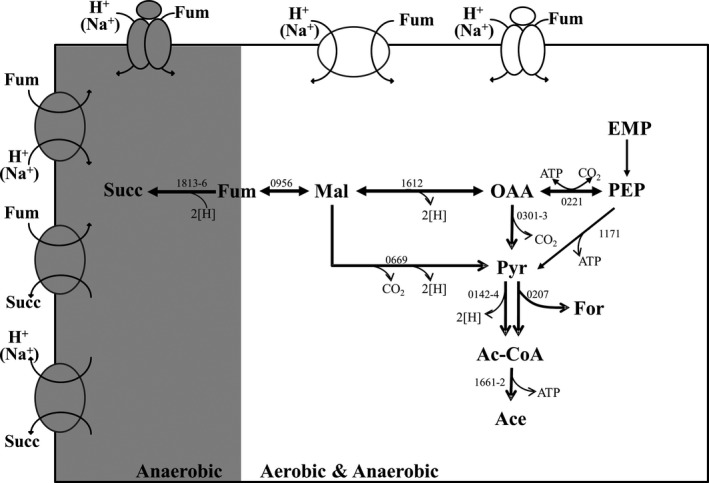
Possible C_4_‐dicarboxylate transport systems related to aerobic and anaerobic metabolism of *A. succinogenes*, based on product analysis from cultivation. The gray background depicts proteins expressed only under anaerobic growth conditions and white background depicts proteins expressed in both aerobic and anaerobic conditions. Suc, succinate; Fum, fumarate; Mal, malate; OAA, oxaloacetate; Pyr, pyruvate; For, formate; Ac‐CoA, acetyl‐CoA; Ace, Acetate; PEP, phosphoenolpyruvate; EMP, Embden‐Meyerhof‐Parnas pathway

In this study, to survey C_4_‐dicarboxylate transport systems in the transcriptome of *A. succinogenes* grown using different carbon and energy sources, RNA sequencing (RNA‐seq) analysis was performed in aerobic and anaerobic growth conditions. We investigated anaerobic C_4_‐dicarboxylate transport processes involving multiple transporters in *A. succinogenes*. The transporters related to anaerobic fumarate uptake were examined by differentially expressed gene analysis. Among potential C_4_‐dicarboxylate transporters, Asuc_1999 was identified as a main fumarate uptake transporter with constitutive high expression. To validate its cellular function, we experimentally evaluated the in vivo transport activity of Asuc_1999 with a knockout mutant strain and through expression in *Escherichia coli*. This research provides insight into the adaptation of *A. succinogenes* to its ecological niche by utilizing multiple transporter systems to transport different types and concentrations of C_4_‐dicarboxylates.

## 2 MATERIALS AND METHODS

### 2.1 Strains and growth conditions

The strains and plasmids used in this study are shown in Table S1. Subcultures of the *A. succinogenes* strain 130Z were grown in brain–heart infusion (BHI) medium (Difco, USA) at 37°C. Main cultures were grown in modified B‐medium (Guettler et al., 1999) at pH 7.0 containing 8.5 g/L NaH_2_PO_4_·H_2_O (Merck, USA), 15.5 g/L K_2_HPO_4_ (Merck), 10.0 g/L Bacto Tryptone (BD Biosciences, USA), 5.0 g/L Bacto yeast extract (BD Biosciences), and 20 mmol/L NaHCO_3_ (Merck). For growth of the Asuc_1999 mutant strain (LMB018), chloramphenicol (5–15 μg/ml) was added to the medium. *E. coli* strains were grown in Luria‐Bertani (LB) broth at 37°C for subculture and cloning. Main cultures were grown in eM9 medium, which was M9 minimal medium supplemented with acid‐hydrolyzed casein (0.1%, w/v; Neogen, USA) and L‐tryptophan (0.005%, w/v; Deajung, South Korea) (Kim & Unden, 2007). Where necessary, ampicillin (50–100 μg/ml), kanamycin (25–50 μg/ml), spectinomycin (25–50 μg/ml), or chloramphenicol (15–30 μg/ml) was added. D‐Glucose (Samchun, South Korea), disodium fumarate (Sigma, USA), or glycerol (Duksan, South Korea) was added as a carbon and energy source. Bacteria were incubated under anaerobic conditions at 37°C in degassed medium in rubber‐sealed bottles (20 ml medium in 50‐ml bottles) under a stream of N_2_/H_2_ (95:5). Alternatively, bacteria were grown under aerobic conditions by incubation in Erlenmeyer flasks (20 ml medium in 100‐ml flasks) at 37°C with shaking at 180 rpm.

### 2.2 Total mRNA sequencing analysis

Total RNA was isolated from the *A. succinogenes* strain 130Z grown on glucose or fumarate under aerobic or anaerobic condition at midexponential growth phase (OD_600_ of 0.6) using RNAprotect Bacterial Reagent and an RNeasy Mini Kit (Qiagen, Germany), and ribosomal RNA was removed using the Ribo‐Zero rRNA Removal Kit (Epicenter, USA). The mRNA library for next‐generation sequencing (NGS) was prepared using the TruSeq RNA Sample Preparation Kit (Illumina, USA). The mRNA library was sequenced using the Illumina MiSeq platform with MiSeq Reagent Kit v1 (500‐cycles‐PE, Illumina). The sequencing for each growth condition was performed at least in triplicate using three independent culture. Low‐quality (Q < 30) reads were trimmed at the 5′ and 3′ ends using the ShortRead package (Morgan et al., 2009). Bowtie2 (Langmead & Salzberg, 2012) was used for read alignment to the genome sequence of *A. succinogenes* strain 130Z (NCBI RefSeq ID: NC_009655.1). Gene expression profiling and differential gene expression analysis were carried out using the edgeR and DESeq packages in Bioconductor/R (Table S2). Pairwise comparison by condition was performed with four combinations of growth conditions: aerobic growth on glucose versus aerobic growth on fumarate, anaerobic growth on glucose versus anaerobic growth on fumarate with glycerol, aerobic growth on glucose versus anaerobic growth on glucose, and aerobic growth on fumarate versus anaerobic growth on fumarate with glycerol. In this pairwise comparison by condition, genes with |log (base 2) fold change| ≥1 and adjusted *p*‐value≤.1 were designated as differentially expressed (Table S3). Heatmap generation and hierarchical clustering of differentially expressed genes were performed using R with *pheatmap* and *hclust*, respectively. Clustering of differentially expressed genes was performed using *cutree* with *k* = 6.

### 2.3 Molecular genetics methods

#### 2.3.1 Chromosomal gene inactivation of Asuc_1999

Asuc_1999 was amplified by PCR from *A. succinogenes* 130Z chromosomal DNA using the primers Asuc_1999_for (5′‐GTG CTA CGA TGT GCA GAC CG‐3′), and Asuc_1999_SmaI_rev (5′‐GGC CCG GGT CCG ATA TAT TA‐3′). The PCR products were cloned into the multiple cloning site of pGEM^®^‐T Easy (Promega, USA), resulting in the plasmid designated pMB35 (Table S1). The chloramphenicol resistance gene *cat* from pKD3 was inserted into the middle of Asuc_1999 (pMB35) at the SfoI site, resulting in the plasmid designated pMB45. The DNA fragment Asuc_1999::*cat* from pMB45 was transferred into pMB31 (at SphI and PstI), producing the suicide knock‐out vector designated pMB47. The pMB31 plasmid contains a levansucrase gene, *sacB*, from pDM4. The pMB47 plasmid (>2 μg) was transferred into competent *A. succinogenes* cells by electroporation (Micro‐Pulser, Bio‐Rad, USA), and the cells were incubated on BHI agar containing 10 g/L glucose and 10 μg/ml chloramphenicol at 37°C for 3 days. The replacement of genomic Asuc_1999 with Asuc_1999::cat (pMB47) was achieved by double crossover homologous recombination. To eliminate the remaining pMB47, the colonies were transferred twice onto BHI agar containing 100 g/L sucrose and 15 μg/ml chloramphenicol. The Asuc_1999 deletion in *A. succinogenes* (LMB18, Δ1999 strain) was confirmed by PCR and sequencing.

#### 2.3.2 Cloning of Asuc_1999

For expression in *E. coli*, Asuc_1999 was cloned into the pBAD30 vector. The Shine‐Dalgarno sequence (AGGAGG) was introduced by PCR using the primers pBAD30_RBS_for (Eco) (5′‐AGA TAG AGA ATT C**AG GAG G**GA GCT CGG TAC‐3′), pBAD30_(FspI) rev (5′‐CAG TTA ATA GTT **TGC GCA** ACG TTG TTG CCA‐3′), and pBAD30 as template. The PCR product was cloned between the EcoRI and FspI sites of pBAD30, resulting in pMB61 (Table S1). Asuc_1999 was amplified using the primers Asuc_1999_SacI_for (5′‐GAT CTT TG**G AGC TC**G TAT GG‐3′) and Asuc_1999_SphI_rev (5′‐TTC GTT CGT A**GC ATG C**TA TA‐3′). The PCR product was cloned into the MCS site of the vector pMB61, resulting in the plasmid pMB64 (Table S1). For complementation of *A. succinogenes*, the PCR product of Asuc_1999 was cloned into the pLS88 vector, resulting in pMB93.

### 2.4 [^14^C]fumarate/succinate transport assay

Wild‐type *A. succinogenes*, the Δ1999 mutant (LMB18), and LMB18 containing pMB93 were grown anaerobically in 50 mL modified B‐medium with fumarate and glycerol (each 20 mmol/L) at 37°C to an OD_600_ of approximately 0.4. The *E. coli* strain IMW529, containing pMB64, was grown anaerobically on fumarate plus glycerol (each 50 mmol/L) in eM9 medium with L‐arabinose (20 μmol/L) at 37°C to an OD_600_ of approximately 0.7. The harvested cells were washed and resuspended in ice‐cold phosphate buffer (100 mmol/L Na_2_HPO_4_/KH_2_PO_4_ or 100 mmol/L K_2_HPO_4_/KH_2_PO_4_ and 1 mmol/L MgSO_4_, adjusted to pH 7) to an OD_600_ of approximately 7.0, and subsequently degassed on ice. Before commencing the transport assay, the *A. succinogenes* suspension was preincubated at 37°C for 2 min, and the *E. coli* suspension for 5 min with lactose (20 mmol/L). The uptake assay commenced by mixing 50 μl cell suspension with 50 μl of various concentrations of radiolabeled [^14^C]succinate (54.0 mCi/mmol [1,4‐^14^C]succinate; Moravek Biochemicals, USA) or [^14^C]fumarate (55.0 mCi/mmol [2,3‐^14^C]fumarate; Moravek Biochemicals) at 37°C. The reaction was stopped by the addition of 0.9 ml ice‐cold 0.1 mol/L LiCl, followed by rapid vacuum filtration through membrane filters (mixed cellulose ester, diameter 25 mm, 0.2 μm pore size, A020A025A; ADVANTEC^®^, Japan). The filters were washed twice with ice‐cold 0.1 M LiCl, and the radioactivity of the cells was determined using a liquid scintillation counter (Beckman, USA). Transport assays were performed at least in triplicate using three or more independent cell cultures. The transport activities were calculated by measuring the intracellular concentration of [^14^C]succinate or [^14^C]fumarate, based on an OD_600_ of 1.0 corresponding to 313.8 mg dry weight/liter (*A. succinogenes*) and 281 mg dry weight/liter (*E. coli*) (zientz, six, & unden, 1996). To determine the pH‐dependency of transport activity, the initial uptake (1 min) of 5 mmol/L [^14^C]fumarate was determined in cell suspensions prepared in Na^+^/K^+^ phosphate buffer (100 mmol/L Na_2_HPO_4_/KH_2_PO_4_) adjusted to pH values ranging from 4 to 9. The effects of ionophores on fumarate uptake were measured after the initial uptake (1 min) of 5 mmol/L [^14^C]fumarate. The protonophore carbonyl cyanide m‐chlorophenylhydrazone (CCCP, 20 μmol/L; Sigma), and the ionophores monensin (5 μmol/L; Sigma), valinomycin (5 μmol/L; Sigma), and nigericin (2 μmol/L; Sigma) were preincubated with the cell suspensions at 37°C for 2 min before the start of the assay. Competitive inhibition of fumarate uptake was investigated by assaying 4 mmol/L [^14^C]fumarate uptake in the presence of 40 mmol/L unlabeled competitors (fumarate, succinate, oxaloacetate, L‐malate, butyrate, lactate, propionate, pyruvate, acetate, glucose, or citrate) for 1 min.

## 3 RESULTS AND DISCUSSION

### 3.1 Global analysis of differentially expressed genes with various carbon and energy sources

Transcriptional changes in *A. succinogenes* grown with different carbon and energy sources were examined by growing the cells aerobically or anaerobically on either glucose or fumarate (four different conditions; fumarate plus glycerol for anaerobic growth). 

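Each of the 4 growth conditions was represented by 3 libraries from separate cultures, and RNA was taken at 37°C in the midexponential phase, at an optical density of 0.6. The sample labels give glycerol with fumarate for aerobic growth as well, whereas the paper gives it for anaerobic growth on fumarate only, and the conditions are named here as in the paper. The authors removed ribosomal RNA and sequenced paired-end reads of each library on an Illumina MiSeq. They trimmed the read ends with ShortRead and aligned the reads to the chromosome with Bowtie2. The deposited values are the authors' RPKM, rounded to whole numbers. Of the genes listed, 2073 were matched by locus tag to the RefSeq annotation for their start and end and 5 were not, and 1002 carry a symbol there. Between 6 and 26 genes per library were listed at 0. Table S2 of the paper gives from 197792 to 1611772 aligned reads (R1) per library, with medians of 367355 for aerobic growth on fumarate, 1133393 for anaerobic growth on fumarate with glycerol, 330783 for aerobic growth on glucose and 1143989 for anaerobic growth on glucose. At these depths, 1 read on a gene of 1 kb corresponded to between 0.620 RPKM in anaerobic glucose replicate 3 and 5.06 RPKM in aerobic fumarate replicate 1. Read counts per gene were not used here, so errors are the spread between the 3 libraries of a condition and no counting interval is given. Spearman's rho between libraries of the same condition, across all genes, ranged from 0.972 to 0.9811 for aerobic growth on fumarate, from 0.956 to 0.983 for anaerobic growth on fumarate with glycerol and from 0.9797 to 0.988 for anaerobic growth on glucose. In aerobic growth on glucose, replicates 1 and 2 reached 0.960, whereas replicate 3 had 0.9042 and 0.8955 with these libraries. In this library 51.6% of the reads (R1) were aligned, against 91.7% to 99.3% in the other 11, and 366 genes lay more than 1 log2 unit from the mean of replicates 1 and 2. Differential expression was tested with limma on log2(RPKM + 5) in 1 fit of all 12 libraries, with Benjamini‐Hochberg adjustment over all genes of a comparison. A gene was called when its adjusted p was at most 0.1 and its log2 fold change at least 1 in size, the limits that the paper states. Log2 fold changes between oxygen conditions are given as anaerobic minus aerobic, and those between substrates as glucose minus fumarate. Means are those of 3 libraries, with the SD.

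**Figure D1:**
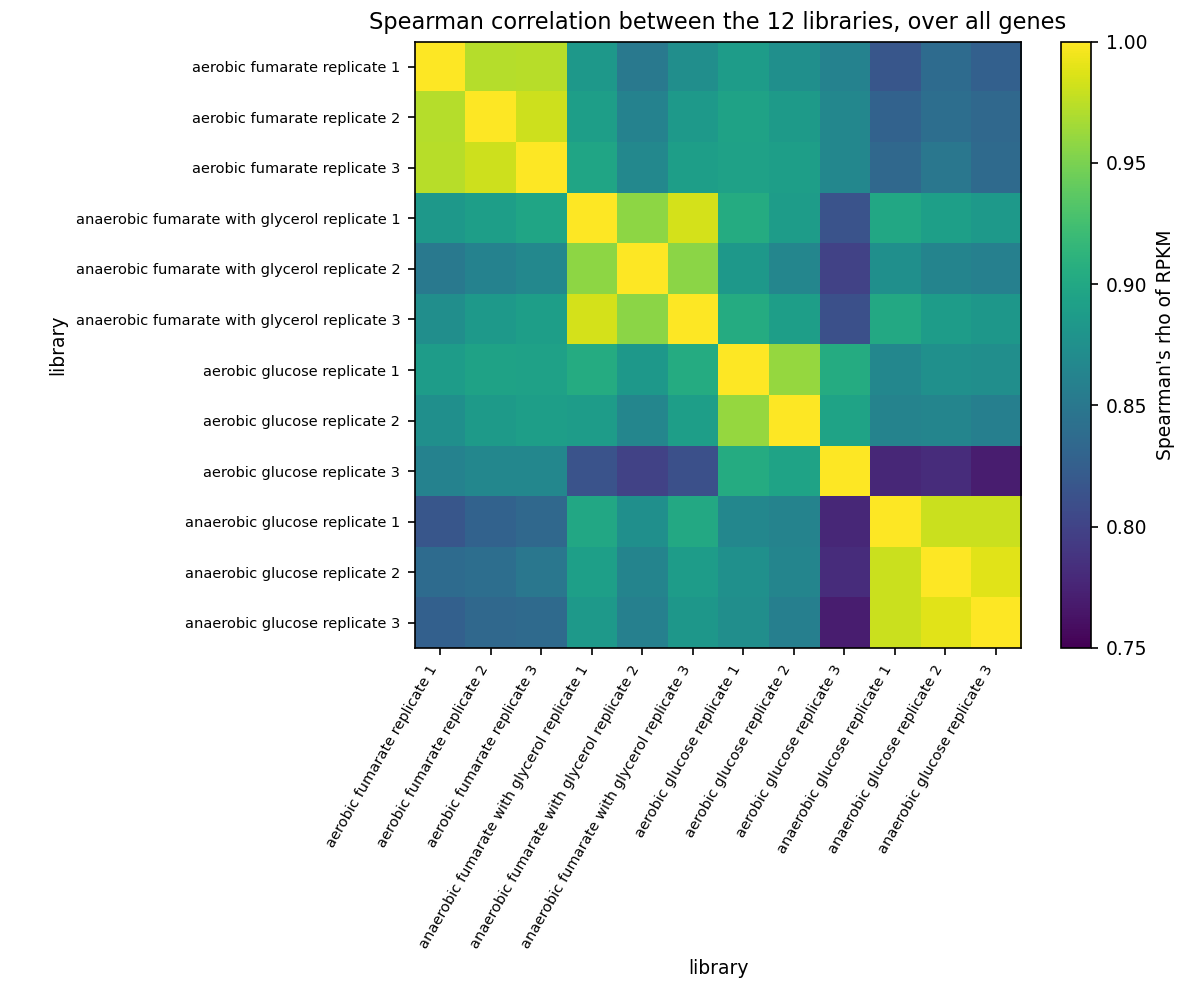
Spearman's rho of RPKM over all genes between each pair of the 12 libraries, ordered by growth condition on both axes. Libraries of the same condition form blocks of high rho on the diagonal, and aerobic glucose replicate 3 has its highest values, 0.9042 and 0.8955, with the other aerobic glucose libraries.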

The full results of expression profiling by high throughput sequencing have been deposited into the GEO database with the accession number GSE92722 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE 92722). 

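Over all genes listed, 818 (39.4%) passed both limits in at least one of the 4 pairwise comparisons. Between anaerobic growth on fumarate with glycerol and aerobic growth on fumarate, 369 genes were called, 155 of them higher and 214 lower under anaerobic growth. On glucose, 208 genes were higher and 234 lower under anaerobic growth, 442 in all. Between glucose and fumarate, 251 genes were called under aerobic growth, of which 122 were higher on glucose, and 300 under anaerobic growth, of which 150 were higher on glucose. The median log2 fold change of all genes lay between −0.02 and 0.03 in the 4 comparisons, and the median standard error was 0.24. Over all genes, called or not, the 3 libraries of one condition did not overlap with the 3 of the other in 52.7%, 51.7%, 32.9% and 52.5% of genes, in the same order, where chance gives 10%. Both oxygen comparisons called 127 genes, 98 of them in the same direction, and both substrate comparisons called 96, of which 64 changed in the same direction. The count of 818 rose to 1582 when no limit was set on the fold change. With each library left out in turn it ranged from 789, without anaerobic fumarate replicate 2, to 876, without aerobic glucose replicate 1.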

Among 2,079 predicted protein‐coding genes in the *A. succinogenes* genome, 353 genes were differentially expressed in at least one pairwise comparison (Figure 2).

**Figure 2:**
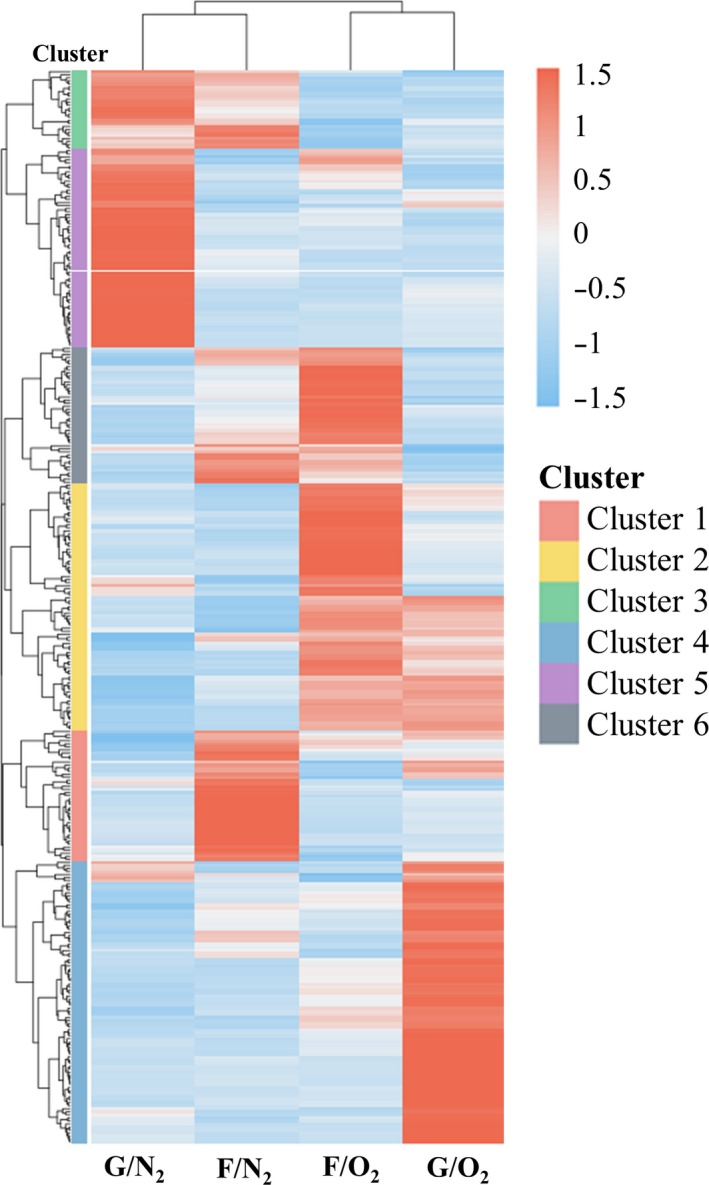
Heatmap of 353 clustered over‐ or underexpressed *A. succinogenes* genes under aerobic or anaerobic growth conditions, with glucose or fumarate. G/N_2_, anaerobic growth on glucose; F/N_2_, anaerobic growth on fumarate with glycerol; F/O_2_, aerobic growth on fumarate; G/O_2_, aerobic growth on glucose

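Among the genes whose libraries did not overlap between the conditions compared, the 3 largest changes in each direction of a comparison included 9 genes that the paper does not name. Asuc_1227 had 173 ± 113 RPKM (SD, n = 3) under aerobic and 9.00 ± 3.61 under anaerobic growth on fumarate, a log2 fold change of −3.53 (standard error 0.50, adjusted p = 0.000237). Asuc_0403 fell from 3550 ± 214 to 310 ± 53.8 RPKM in the same comparison and from 1739 ± 1512 to 22.7 ± 8.96 on glucose, where its log2 fold change was −5.69 (standard error 0.41, adjusted p = 4.1e-07). In the aerobic glucose libraries the SD of Asuc_0403 was nearly as large as its mean. Asuc_1191 and Asuc_1192 are neighbors on the chromosome, from 1348230 to 1349378 and from 1349460 to 1350089. Asuc_1191 was raised on glucose from 101 ± 26.5 RPKM under aerobic to 1680 ± 191 under anaerobic growth, a log2 fold change of 4.02, and Asuc_1192 had 932 ± 136 RPKM under aerobic growth on fumarate but from 85.0 to 149.7 in the other 3 conditions. On glucose, Asuc_1980 changed by −3.77 and Asuc_1065 by −3.42 on the log2 scale from aerobic to anaerobic growth. Under aerobic growth, the gene ggt (Asuc_1161) was higher on glucose by 3.80 (standard error 0.15, adjusted p = 1.8e-09), while Asuc_1362 and Asuc_1873 changed by −3.78 and −3.24. The other largest changes were those of glycerol, iron transport, beta‐glucoside and maltose genes.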

Next, we classified the 353 differentially expressed genes into six clusters according to their expression patterns (Figure 3, Table S4, Table S5). 

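The genes of Table S4 were all found among the deposited values. Of these 353, 345 were called in at least one comparison in the limma fit. Their mean RPKM per condition, scaled within each gene, was clustered again with Euclidean distance and complete linkage, the defaults of the functions that the paper names, and divided into 6 groups. The adjusted Rand index between these groups and the clusters of Table S4, which is 1 for identical groupings and near 0 for random ones, was 0.4996. In this clustering 254 genes lay in the largest group of their cluster. Clusters 2 and 6 had the same largest group (42 and 26 genes), as did clusters 3 and 5 (16 and 52 genes). The 254 genes thus do not stand for a separate group for each cluster. The index was 0.7172 with average linkage and 0.430 when log2 values were scaled in place of RPKM. It ranged from 0.4382, without aerobic glucose replicate 3, to 0.843, without anaerobic fumarate replicate 3, when single libraries were left out.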

The Kyoto Encyclopedia of Genes and Genomes (KEGG) orthology database and KEGG pathway annotation were used as references for the cellular functions and associated metabolic pathways of each gene.

**Figure 3:**
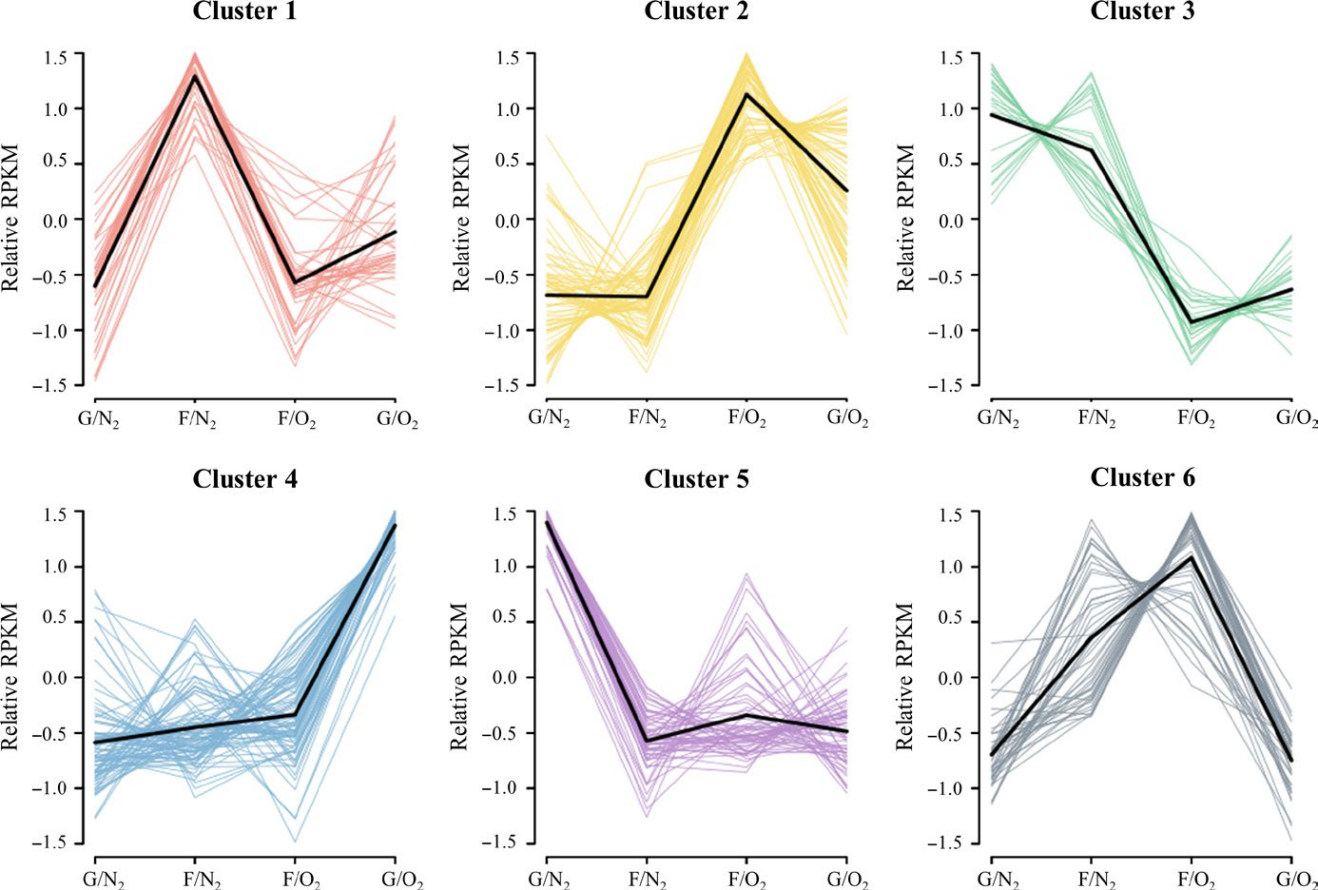
Expression profiles of differentially expressed genes associated with six clusters. Black lines indicate the average profile of each cluster. G/N_2_, anaerobic growth on glucose; F/N_2_, anaerobic growth on fumarate with glycerol; F/O_2_, aerobic growth on fumarate; G/O_2_, aerobic growth on glucose

Cluster 1 consisted of 43 genes, which had the highest expression levels under anaerobic growth on fumarate with glycerol (Figure 3, Table S4, Table S5). It contained several glycerol‐related genes, including glycerol‐3‐phosphate dehydrogenase (Asuc_0203‐5), glycerophosphoryl diester phosphodiesterase (Asuc_0592), glycerol‐3‐phosphate transporter (Asuc_0593), glycerol uptake facilitator (Asuc_1603), and glycerol kinase (Asuc_1604). 

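By the mean RPKM of the 3 libraries, 40 of these 43 genes were highest under anaerobic growth on fumarate with glycerol, and the other 3 were highest under aerobic growth on glucose. On fumarate, 34 of the genes were called higher under anaerobic than under aerobic growth, with a median log2 fold change of 1.74 over the cluster. Against anaerobic growth on glucose, 34 were called higher on fumarate, with a median of −1.69 for glucose minus fumarate. On glucose itself the same cluster had a median of −0.63 between anaerobic and aerobic growth, with 3 genes called higher and 14 lower. Since the clusters were formed by the paper on these same libraries, the order of the conditions describes them and is not independent evidence.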

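The 3 genes of glycerol‐3‐phosphate dehydrogenase, glpC (Asuc_0203), glpB (Asuc_0204) and glpA (Asuc_0205), adjoin one another on the chromosome from 237942 to 242182. They had 2316 ± 427, 3183 ± 426 and 3247 ± 688 RPKM (SD, n = 3) under anaerobic growth on fumarate with glycerol, against 95.0 ± 13.9, 81.0 ± 16.5 and 97.7 ± 14.2 under aerobic growth on fumarate. The log2 fold changes between these conditions were 4.53, 5.22 and 4.97, with adjusted p of at most 3.9e-05 (limma). The glycerol‐3‐phosphate transporter gene glpT (Asuc_0593) reached 5765 ± 327 RPKM, from 214 ± 8.08 under aerobic growth on fumarate, and glpQ (Asuc_0592), beside it, was raised by 4.78 (standard error 0.51, adjusted p = 3.9e-05). The glycerol kinase gene glpK (Asuc_1604) was raised by 4.09 (standard error 0.38, adjusted p = 1.6e-05) and the uptake facilitator gene (Asuc_1603) by 1.91 (standard error 0.25, adjusted p = 0.000146). All 7 genes were also called higher on fumarate than on glucose under anaerobic growth, with log2 fold changes (glucose minus fumarate) from −4.15 to −2.49. Under aerobic growth, 5 of the 7 genes were called higher on glucose than on fumarate and 1 lower. Their log2 fold changes (glucose minus fumarate) ranged from −1.35 to 2.24, with a median of 1.89. In both glucose conditions the replicates were widely spread. The mean of glpT was 1036 ± 932 RPKM under aerobic and 808 ± 576 under anaerobic growth on glucose, with the highest values, 2111 and 1469, in aerobic glucose replicate 3 and anaerobic glucose replicate 1.

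**Figure D2:**
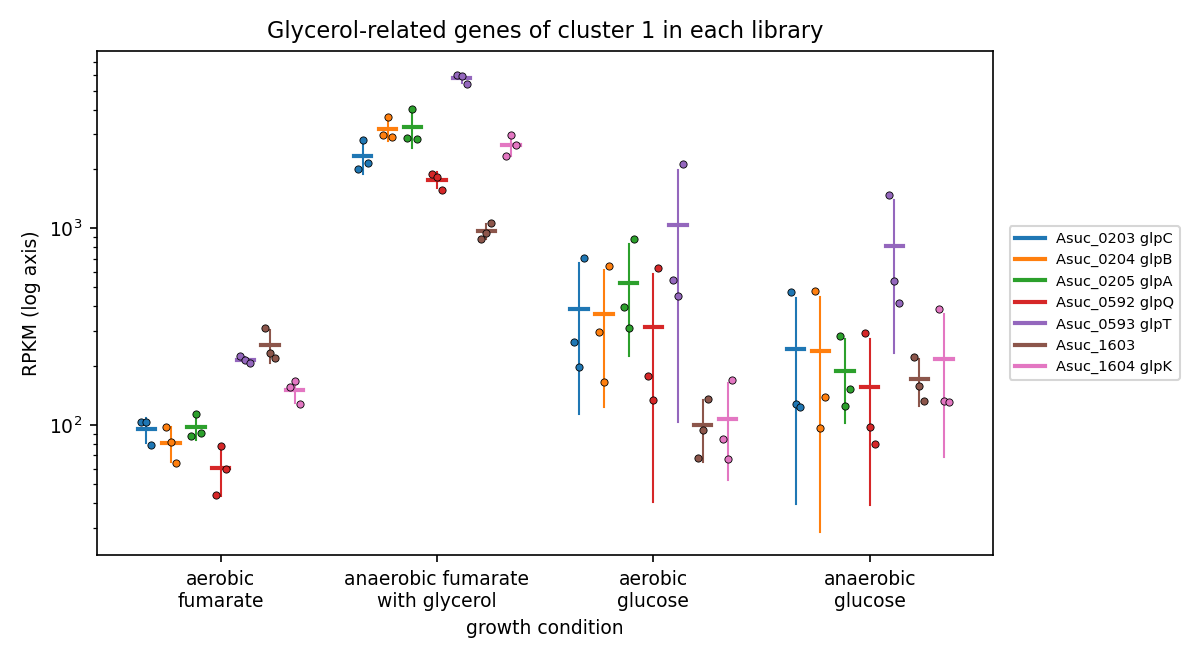
RPKM (log axis) of the 7 glycerol‐related genes in each of the 3 libraries of each growth condition. Points are libraries, horizontal lines are means and vertical lines are ± 1 SD. All 7 genes have their highest values under anaerobic growth on fumarate with glycerol, with means from 962 to 5765 RPKM.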

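Of the iron transporter genes Asuc_1715 to Asuc_1718, Asuc_1014 (feoB), Asuc_1820 and Asuc_1821, 5 were called higher under anaerobic growth on fumarate with glycerol than under aerobic growth on fumarate. The genes Asuc_1715 to Asuc_1718 lie from 1882184 to 1887050 on the chromosome. Their log2 fold changes ranged from 2.39 for Asuc_1715 to 3.62 (standard error 0.48, adjusted p = 0.000185) for Asuc_1717. The spread between the 3 anaerobic fumarate libraries was large, with 372 ± 231 RPKM (SD, n = 3) for Asuc_1717 and 236 ± 185 for Asuc_1718. For glucose minus fumarate under anaerobic growth, 6 of the 7 genes were called lower, with the largest log2 fold change, −4.27, for Asuc_1717. In this comparison feoB, at −0.84 (standard error 0.33, adjusted p = 0.0728), stayed under the limit of 1. It passed the limit, with −1.01, without anaerobic fumarate replicate 2. The gene feoB was raised by 2.11 on fumarate from aerobic to anaerobic growth, to 387 ± 126 RPKM. For Asuc_1820 and Asuc_1821 the changes of 0.9988 (standard error 0.31, adjusted p = 0.0239) and 0.93 (standard error 0.26, adjusted p = 0.0143) stayed under the limit of 1. Asuc_1820 passed the limit, with values from 1.05 to 1.14, without aerobic fumarate replicate 2 or 3 or anaerobic fumarate replicate 1 or 2, and Asuc_1821 passed it, with 1.13, without anaerobic fumarate replicate 1. Asuc_1820 passed it also with array weights (1.04), depth as a covariate (1.26) or a pseudocount of 1 (1.02).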

A few iron‐related transporter genes (Asuc_1715‐8, Asuc_1014, and Asuc_1820‐1) were also grouped in cluster 1, whereas fumarate related genes were not noted.

Cluster 2 comprised 81 genes that had high expression in both aerobic growth conditions (Figure 3, Table S4, Table S5). 

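Of these 81 genes, 67 had a higher mean RPKM in both aerobic conditions than in both anaerobic conditions, and 66 were highest under aerobic growth on fumarate. The oxygen effect was larger on fumarate, where the median log2 fold change (anaerobic minus aerobic) was −1.75 and 63 genes were called lower, than on glucose, where the median was −0.84, with 34 genes called lower and 4 higher. The difference between these medians was not tested. Without aerobic glucose replicate 3, 50 of the genes were higher in both aerobic conditions, and with the median of the 3 libraries in place of the mean, 59 were.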

Genes involved in aerobic carbon metabolism, including the pyruvate dehydrogenase complex (Asuc_0942‐4), were differentially upregulated in aerobic conditions. In addition, two superoxide dismutases (Asuc_0668 and Asuc_0800) were upregulated, which eliminate reactive oxygen species arising from aerobic respiration.

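The 3 genes aceE (Asuc_0942), aceF (Asuc_0943) and lpdA (Asuc_0944) lie side by side on the chromosome, from 1007622 to 1013708. On glucose, aceE fell from 2991 ± 840.5 RPKM (SD, n = 3) under aerobic to 438 ± 59.9 under anaerobic growth, a log2 fold change of −2.73 (standard error 0.25, adjusted p = 3.3e-06). The log2 fold changes of aceF and lpdA on glucose were −2.81 and −2.71. On fumarate, aceE had 2450.3 ± 75.1 RPKM under aerobic and 1692 ± 558 under anaerobic growth. The changes on fumarate were −0.59 (standard error 0.25, adjusted p = 0.0760) for aceE, −0.65 (standard error 0.20, adjusted p = 0.0232) for aceF and −0.80 (standard error 0.17, adjusted p = 0.00322) for lpdA, so that the 3 genes were lower under anaerobic growth in every library but stayed under the limit of 1 for the log2 fold change. The oxygen effect itself differed between the substrates, with interaction log2 fold changes (the oxygen effect on glucose minus that on fumarate) of −2.14, −2.16 and −1.91 and adjusted p from 0.000121 to 0.000732 (limma).

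**Figure D3:**
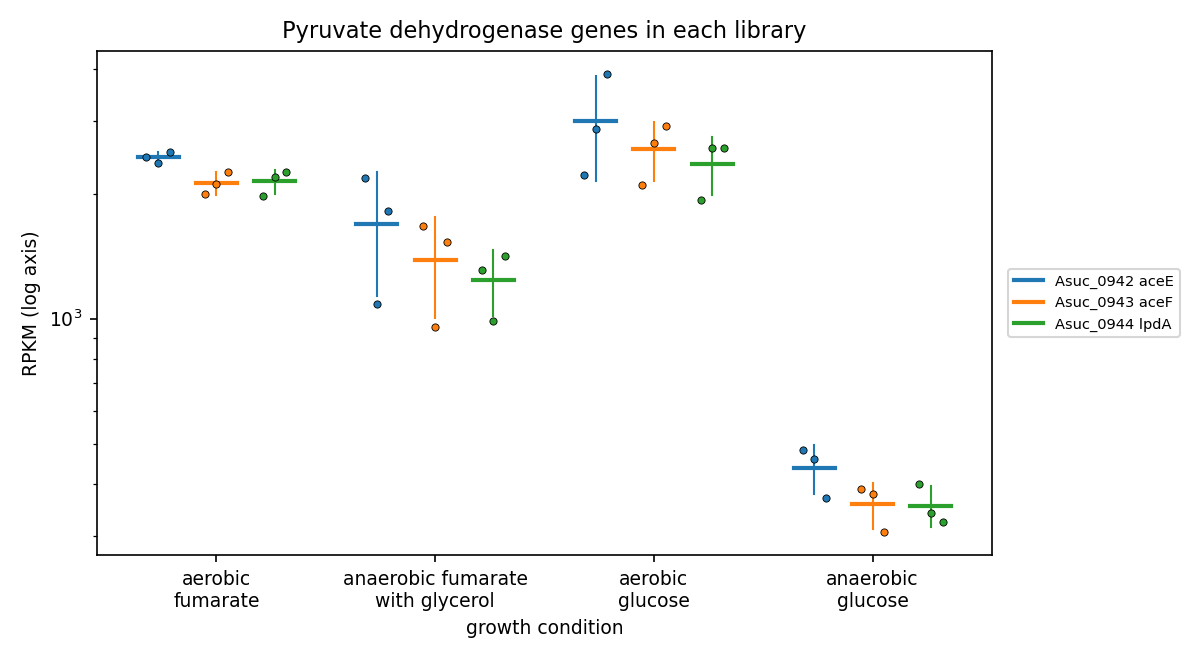
RPKM (log axis) of the 3 pyruvate dehydrogenase genes in each library of each growth condition. Points are libraries, horizontal lines are means and vertical lines are ± 1 SD. The anaerobic glucose libraries are lowest, with means from 355 to 438 RPKM.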

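The gene sodA (Asuc_0668) had 7270 ± 787 RPKM (SD, n = 3) under aerobic and 1957 ± 496 under anaerobic growth on fumarate, and sodC (Asuc_0800) had 1326 ± 156 and 345 ± 67.9. Their log2 fold changes on fumarate were −1.92 (standard error 0.36, adjusted p = 0.00138) and −1.94 (standard error 0.22, adjusted p = 5.6e-05). On glucose, sodA changed by −1.58 (standard error 0.36, adjusted p = 0.00361) and sodC by −0.78 (standard error 0.22, adjusted p = 0.0116), the latter under the limit of 1. Without aerobic glucose replicate 1, the change of sodC on glucose was −1.02 and passed it. In the test of the difference between the substrates, sodC had an interaction log2 fold change of 1.16 (standard error 0.31, adjusted p = 0.0152), or 0.92 and under the limit without the same library, and sodA had 0.34 (standard error 0.51, adjusted p = 0.675). The mean of sodA under aerobic growth on glucose was 5690 ± 3346 RPKM.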

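The paper's cluster 3 was examined by the mean RPKM of each condition, and all of its 26 genes were higher in both anaerobic conditions than in both aerobic conditions. Under anaerobic growth, 18 of the genes were higher on glucose and 8 on fumarate with glycerol. The median log2 fold change from aerobic to anaerobic growth was 1.69 on fumarate and 1.47 on glucose, with 19 and 18 genes called. With the median of the 3 libraries in place of the mean, 24 genes had this order.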

Cluster 3 was a group of 26 anaerobic‐specific genes (Figure 3, Table S4, Table S5). Interestingly, five genes in the purine metabolism pathway (KEGG accession asu00230) were grouped into cluster 3: ribose‐phosphate pyrophosphokinase (Asuc_1752), phosphor‐ribosylamine‐glycine ligase (Asuc_1148), phosphoribosylglycinamide formyltransferase (Asuc_0730), phosphoribosylformylglycinamidine cyclo‐ligase (Asuc_0729), and phosphor‐ribosylaminoimidazolecarboxamide formyltransferase/inosine monophosphate (IMP) cyclohydrolase (Asuc_1147). These genes are related to the biosynthetic conversion of ribose‐5P to IMP. Since IMP is the precursor of several purine compounds, such as AMP and GMP, this suggests that *A. succinogenes* may require more purine‐containing compounds for anaerobic growth.

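On fumarate, 4 of these 5 genes were called higher under anaerobic growth, namely purD (Asuc_1148), purN (Asuc_0730), purM (Asuc_0729) and purH (Asuc_1147), with log2 fold changes from 1.66 to 2.21. The ribose‐phosphate pyrophosphokinase gene Asuc_1752 changed by 0.82 (standard error 0.17, adjusted p = 0.00228) on fumarate, under the limit of 1, and by 1.76 (standard error 0.17, adjusted p = 4.6e-06) on glucose, from 429 ± 25.7 to 1465 ± 108 RPKM (SD, n = 3). On glucose, purM, purN and purH were raised by 2.00, 2.27 and 1.65. The change of purD on glucose, from 85.7 ± 42.9 to 131 ± 39.1 RPKM, was within the spread of its libraries, at 0.65 (standard error 0.31, adjusted p = 0.116). Without aerobic glucose replicate 2 it was 1.012 with an adjusted p of 0.0122, past both limits. The interaction log2 fold change of purD was −1.35 (standard error 0.44, adjusted p = 0.0393), and the gene was no longer called without aerobic glucose replicate 2 (−0.99) or anaerobic glucose replicate 2 (−1.20, adjusted p = 0.102).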

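In the paper's cluster 4, 92 of 93 genes had their highest mean RPKM under aerobic growth on glucose. From aerobic to anaerobic growth on glucose, 77 of the genes were called lower, with a median log2 fold change of −1.88. From fumarate to glucose under aerobic growth, 58 were called higher, with a median of 1.30. Without aerobic glucose replicate 3, 83 genes were highest in this condition.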

Cluster 4 consisted of 93 genes with highest expression under aerobic conditions on glucose (Figure 3, Table S4, Table S5). Four of these genes were members of the biosynthetic module of UDP‐2,3‐diacetamido‐2,3‐dideoxy‐alpha‐D‐glucuronate (Asuc_0108‐0111), and several were aspartate‐related genes: aspartate kinase (Asuc_0925), aspartate transaminase (Asuc_1574), and aspartate‐ammonia ligase (Asuc_0503).

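The genes Asuc_0108 to Asuc_0111 lie from 128441 to 132579 on the chromosome. Their means under aerobic growth on glucose were 163 ± 149, 190.3 ± 205, 208 ± 178 and 144 ± 90.7 RPKM (SD, n = 3), against at most 40.7 in any other condition. The libraries of aerobic growth on glucose thus differed widely from one another, but all 3 lay above all anaerobic glucose and all aerobic fumarate libraries for the 4 genes. The log2 fold changes ranged from −2.76 to −2.09 for anaerobic minus aerobic growth on glucose and from 1.95 to 2.73 for glucose minus fumarate under aerobic growth. The latter change of Asuc_0109, 2.39 (standard error 0.70, adjusted p = 0.0294), was not called without aerobic glucose replicate 2 (1.55, adjusted p = 0.104) or aerobic fumarate replicate 3 (2.13, adjusted p = 0.1002). The aspartate kinase gene lysC (Asuc_0925) had 1621 ± 371 RPKM under aerobic growth on glucose and 529 ± 30.4 under aerobic growth on fumarate. The aspartate transaminase gene Asuc_1574 was higher on glucose under aerobic growth by 3.04 (standard error 0.23, adjusted p = 1.2e-06), and the aspartate‐ammonia ligase gene asnA (Asuc_0503) by 1.63 (standard error 0.20, adjusted p = 8.3e-05). These 3 genes were also called higher on glucose than on fumarate under anaerobic growth, with log2 fold changes from 1.12 to 1.70.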

Sixty‐five genes were classified into cluster 5. 

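Among the 65 genes of cluster 5, 63 had their highest mean RPKM under anaerobic growth on glucose and 2 under aerobic growth on fumarate. From aerobic to anaerobic growth on glucose, 58 genes were called higher, with a median log2 fold change of 1.73. Against anaerobic growth on fumarate with glycerol, 62 were called higher on glucose, with a median of 1.64.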

The expression level of these genes was the highest under anaerobic conditions on glucose (Figure 3, Table S4, Table S5). 

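The ribosomal protein genes of the cluster are Asuc_0015 (rpmG), Asuc_0044 (rplA), Asuc_0045 (rplK), Asuc_0520, Asuc_0525, Asuc_0721, Asuc_0774, Asuc_1493, Asuc_1494 and Asuc_2117. All 10 were called higher under anaerobic than under aerobic growth on glucose, with log2 fold changes from 1.56 to 2.11 and adjusted p of at most 0.000302 (limma). The gene rplA had 5376 ± 619 RPKM (SD, n = 3) under anaerobic growth on glucose, against 1354 ± 528 under aerobic growth. The change of Asuc_0721 on glucose fell to 0.92 with quantile normalization, under the limit of 1. From fumarate with glycerol to glucose under anaerobic growth, 9 of the genes were called higher, and Asuc_0520 stayed under the limit with 0.99. With quantile normalization, Asuc_0721, Asuc_1494 and Asuc_2117 fell to 0.84, 0.68 and 0.71 in this comparison, and with array weights the last 2 fell to 0.88 and 0.83. Single libraries also decided several of these calls. Without anaerobic fumarate replicate 2, Asuc_1493, Asuc_1494 and Asuc_2117 had log2 fold changes of 0.97, 0.86 and 0.73, in place of 1.28, 1.03 and 1.03. Asuc_1494 also fell under the limit without anaerobic glucose replicate 2 (0.97), Asuc_2117 without anaerobic glucose replicate 3 (0.97), and Asuc_0721, with 1.07 over all libraries, without anaerobic glucose replicate 3 (0.99) or anaerobic fumarate replicate 3 (0.96). Asuc_0520 passed it without anaerobic glucose replicate 1 (1.03) or 3 (1.06) or anaerobic fumarate replicate 1 (1.14). On fumarate, none of the 10 genes was called between anaerobic and aerobic growth by limma, although the adjusted p of rpmG was 0.00566 at a log2 fold change of 0.99.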

Genes encoding ribosomal proteins (Asuc_0015, Asuc_0044‐5, Asuc_0520, Asuc_0525, Asuc_0721, Asuc_0774, Asuc_1493‐4, and Asuc_2117) and their accessory proteins were among those classified into this cluster. In addition, members of the beta‐glucoside operon (Asuc_0972‐5) and 11 genes related to the maltose operon (Asuc_0312‐3, Asuc_0315‐0323) were grouped in cluster 5.

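Under anaerobic growth, Asuc_0974 had 1131 ± 7.57 RPKM (SD, n = 3) on glucose and 2.33 ± 2.31 on fumarate with glycerol, a log2 fold change of 7.32 (standard error 0.29, adjusted p = 7.6e-10) on values raised by 5 RPKM. The changes of Asuc_0973 and Asuc_0975 were 6.52 and 6.73, and that of licT (Asuc_0972) was 2.52. Under aerobic growth, Asuc_0974 and Asuc_0975 were higher on glucose by 3.80 and 3.85. From aerobic to anaerobic growth on glucose the 4 genes were raised by 1.39 to 2.32. The 11 maltose genes were called higher under anaerobic growth on glucose in both comparisons, by 3.48 at most against aerobic growth on glucose, for Asuc_0322, and by 2.65 to 5.45 against anaerobic growth on fumarate with glycerol. Asuc_0322 had 1620.3 ± 70.0 RPKM under anaerobic growth on glucose and 144 ± 41.1 under aerobic growth, and the change of Asuc_0321 on glucose was 3.32 (standard error 0.24, adjusted p = 4.1e-07).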

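Of the 45 genes in the paper's cluster 6, 42 had a higher mean RPKM in both fumarate conditions than in both glucose conditions. Aerobic growth on fumarate gave the highest mean for 34 of the genes and anaerobic growth on fumarate with glycerol for 11. From fumarate to glucose, 43 genes were called lower under aerobic and 29 under anaerobic growth, with median log2 fold changes of −1.83 and −1.44.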

Cluster 6 was a fumarate‐specific cluster containing 45 genes (Figure 3, Table S4, Table S5). Genes encoding proteins involved in the ABC transporter system, a ribose transporter (Asuc_0081‐3), an iron (III) transporter (Asuc_1681‐2) and a methylgalactoside transporter (Asuc_1897‐8) were grouped into this cluster.

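The ribose transporter gene Asuc_0081 had 1204 ± 233 RPKM (SD, n = 3) under aerobic growth on fumarate and 136 ± 21.6 on glucose, a log2 fold change of −3.10 (standard error 0.20, adjusted p = 2.7e-07), while Asuc_0082 and Asuc_0083 changed by −1.81 and −1.91. Under anaerobic growth, the changes from fumarate with glycerol to glucose were −1.44, −1.22 (standard error 0.33, adjusted p = 0.0146) and −1.61 (standard error 0.49, adjusted p = 0.0240). Without anaerobic fumarate replicate 2, those of Asuc_0082 and Asuc_0083 were −0.89 and −1.02 (adjusted p = 0.1011) and no longer called, and without anaerobic glucose replicate 1 that of Asuc_0082 was −0.97. The call of Asuc_0082 was also lost with array weights (−0.88) or a pseudocount of 20 (−0.87). The iron(III) transporter genes Asuc_1681 and Asuc_1682 changed from fumarate to glucose by −1.72 and −1.77 under aerobic and by −1.52 and −1.62 under anaerobic growth. Of the methylgalactoside transporter genes, mglA (Asuc_1897) was called lower on glucose in both comparisons, with −2.38 and −1.59. The gene mglB (Asuc_1898) was lower on glucose under aerobic growth, at −2.79 (standard error 0.29, adjusted p = 2.4e-05), but had 600.3 ± 23.0 RPKM on glucose and 621 ± 87.8 on fumarate with glycerol under anaerobic growth, a log2 fold change of −0.04 (standard error 0.29, adjusted p = 0.936).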

### 3.2 Differential gene expression of C_4_‐dicarboxylate transport systems with different carbon and energy sources

The genome of *A. succinogenes* revealed 306 transporter genes (Ren, Chen, & Paulsen, 2007), 37 of which potentially encode transport systems for C_4_‐dicarboxylates. Differential expression of potential *A. succinogenes* C_4_‐dicarboxylate transporters was investigated using RNA‐seq analysis during growth on fumarate or glucose under aerobic and anaerobic conditions (Table 1).

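Of the 37 transporter genes, 20 were called in at least one comparison, and the same number was called when the p‐values were adjusted over the list alone. The values of Table 1 were known before the deposited values were examined. Between anaerobic and aerobic growth on fumarate, 12 genes were called, all of them lower under anaerobic growth. On glucose, 7 were lower and 1 was higher under anaerobic growth. From fumarate to glucose, 4 were called higher and 7 lower under aerobic growth, and 3 higher and 5 lower under anaerobic growth. With the log2 number of aligned reads as a covariate, the count of called transporters moved most, to 15. It ranged from 17 to 21 with each library left out in turn. Asuc_0183, Asuc_0148, Asuc_0156, Asuc_1578 and Asuc_1956 lost their calls on fumarate with the covariate. For Asuc_0183 the log2 fold change on fumarate went from −1.08 (adjusted p = 0.0458) to −0.47 (adjusted p = 0.587, limma). Its call was also lost without aerobic fumarate replicate 1 or 3 or anaerobic fumarate replicate 1, and with a pseudocount of 20 or quantile normalization. On fumarate the aerobic libraries had at most 606297 aligned reads (R1) and the anaerobic ones at least 1071798. The slope of the covariate thus rests on the spread of depth within conditions. Calls lost with the covariate therefore do not show that depth caused the changes on fumarate. Several of the called genes had mean RPKM under 100 in every condition, and for these rounding to whole numbers and the value of 5 added before the log weigh most.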

**Table 1:** Gene expression related to C_4_‐dicarboxylate transport system based on transcriptome analysis by RNAseq. *A. succinogenes* was grown on glucose or fumarate (fumarate plus glycerol for anaerobic growth) under anaerobic and aerobic conditions

Gene locus	Function	RPKM				Fum O_2_vs. Fum N_2_		Gluc O_2_vs. Gluc N_2_		Fum O_2_vs. Gluc O_2_		Fum N_2_vs. Gluc N_2_	
		FumO_2_	Fum^a^N_2_	GlucO_2_	GlucN_2_	logFC	*p*‐value	logFC	*p*‐value	logFC	*p*‐value	logFC	*p*‐value
The Divalent Anion:Na^+^ Symporter (DASS) Family													
Asuc_0020	anion transporter	87	68	171	91	−0.390	.678	−0.872	.350	0.984	.296	0.491	.600
Asuc_0183	divalent anion:Na^+^ symporter	29	11	39	18	−1.368	.178	−1.025	.286	0.451	.641	0.790	.428
Asuc_0304	Na^+^ dependent C_4_‐dicarboxylate transporter	269	306	266	252	0.176	.849	−0.068	.941	0.030	.974	−0.228	.805
Asuc_1482	divalent anion:Na^+^ symporter	282	78	268	44	−1.914	.047	−2.543	.009	−0.062	.946	−0.702	.454
Asuc_1568	Na^+^ dependent dicarboxylate transporter	1201	223	289	98	−2.433	.012	−1.547	.101	−2.009	.036	−1.138	.224
The C_4_‐Dicarboxylate Uptake (Dcu) Family													
Asuc_0142	anaerobic C_4_‐dicarboxylate transporter DcuB	187	136	202	512	−0.418	.654	1.378	.143	0.062	.947	1.845	.053
Asuc_1999	anaerobic C_4_‐dicarboxylate transporter DcuB	2208	2072	1707	1939	−0.109	.906	0.229	.803	−0.345	.708	−0.022	.981
The C_4_‐Dicarboxylate Uptake C (DcuC) Family													
Asuc_1063	anaerobic C_4_‐dicarboxylate transporter DcuC	**230**	188	97	73	−0.381	.682	−0.366	.694	−1.312	.165	−1.312	.164
The Tripartite ATP‐independent Periplasmic Transporter (TRAP‐T) Family													
Asuc_0146	DctP (SBP)	268	50	81	92	−2.398	.015	0.269	.774	−1.810	.060	0.847	.374
Asuc_0147	DctQ	40	3	15	8	−3.169	.009	−0.645	.566	−1.465	.185	1.086	.370
Asuc_0148	DctM	43	9	24	11	−2.181	.035	−0.968	.324	−0.856	.382	0.352	.727
Asuc_0156	DctM	16	5	9	7	−1.288	.219	−0.279	.786	−0.887	.395	0.115	.912
Asuc_0157	DctQ	2	1	7	3	−0.630	.715	−0.999	.457	1.421	.365	1.189	.438
Asuc_0158	DctP (SBP)	19	5	21	11	−1.572	.145	−0.741	.463	0.027	.979	0.857	.414
Asuc_0270	DctQ	77	87	88	33	0.096	.921	−1.331	.172	0.188	.846	−1.252	.196
Asuc_0271	DctM	80	144	90	51	0.751	.425	−0.818	.384	0.136	.885	−1.447	.127
Asuc_0272	DctP (SBP)	233	203	187	154	−0.211	.821	−0.271	.770	−0.263	.777	−0.337	.717
Asuc_0273	DctP (SBP)	145	181	147	108	0.279	.765	−0.480	.606	0.012	.990	−0.762	.415
Asuc_0366	DctP (SBP)	163	69	44	38	−1.279	.182	−0.170	.858	−1.858	.056	−0.766	.421
Asuc_0367	DctQ	84	25	16	20	−1.695	.092	0.252	.805	−2.305	.027	−0.384	.697
Asuc_0368	DctM	94	44	33	19	−1.103	.249	−0.718	.453	−1.478	.125	−1.109	.248
Asuc_1163	DctP (SBP)	31	18	24	23	−0.865	.398	0.096	.922	−0.484	.628	0.465	.643
Asuc_1164	DctQ	13	5	17	10	−1.037	.392	−0.551	.614	0.281	.809	0.776	.501
Asuc_1165	DctM	37	24	34	24	−0.657	.506	−0.420	.661	−0.202	.835	0.025	.979
Asuc_1577	DctM	49	35	42	54	−0.453	.637	0.458	.627	−0.235	.806	0.667	.482
Asuc_1578	DctQ	43	9	19	30	−1.972	.072	0.625	.539	−1.014	.332	1.584	.138
Asuc_1579	DctP (SBP)	40	27	48	48	−0.664	.500	0.024	.980	0.218	.821	0.900	.355
Asuc_1921	DctM	29	33	36	41	0.182	.852	0.230	.808	0.242	.802	0.276	.773
Asuc_1922	DctQ	6	6	5	5	0.391	.755	−0.405	.719	0.214	.854	−0.595	.605
Asuc_1923	DctP (SBP)	23	32	35	23	0.490	.622	−0.577	.549	0.631	.525	−0.447	.643
Asuc_1956	TAXI (SBP)	23	8	27	12	−1.594	.139	−0.972	.329	0.105	.917	0.725	.492
Asuc_1957	DctM	14	7	18	10	−0.983	.329	−0.794	.415	0.172	.861	0.353	.722
Asuc_1988	TAXI (SBP)	218	173	856	292	−0.370	.692	−1.567	.097	1.941	.043	0.733	.432
Asuc_1989	UspA domain‐containing protein	190	188	789	301	−0.015	.987	−1.342	.153	1.987	.040	0.650	.492
Asuc_1990	DctM	168	129	863	231	−0.460	.619	−1.905	.045	2.326	.016	0.869	.350
Asuc_1991	TAXI (SBP)	683	533	9599	1193	−0.398	.667	−2.920	.003	3.714	.000	1.180	.207
The Tricarboxylate Transporter (TTT) Family													
Asuc_1851	tricarboxylic transport protein	17	20	14	20	0.243	.808	0.464	.630	−0.158	.873	0.051	.958

RPKM, reads per kilobase million; Fum, fumarate; Gluc, glucose; O_2_, aerobic; N_2_, anaerobic; logFC, log_2_ (fold change).

a For anaerobic growth on fumarate, glycerol was supplied as carbon and energy source.

We divided potential C_4_‐dicarboxylate transporter genes into two functional classes based on their gene expression pattern (Figure 4): (1) transporter genes that were differentially expressed (DE) under specific growth conditions were designated as DE C_4_DC transporters. The cut‐off threshold for DE transporter expression was both |log_2_ fold change (logFC)| ≥ 1.0 and *p*‐value ≤.1, and (2) transporter genes that were constitutively expressed (CE) across all experimental conditions were designated as CE C_4_DC transporters. We selected CE transporter genes when their expression was within the top 25% of expression levels in any experimental condition. By this functional categorization, three potential C_4_‐dicarboxylate transporters, Asuc_0272 (TRAP family, clustered with three other subunit genes, Asuc_0270, Asuc_0271, and Asuc_0273), Asuc_0304 (divalent anion‐sodium symporter (DASS) family), and Asuc_1999 (C4‐dicarboxylate uptake (Dcu) family) were designated as CE transporters (Table 1, Figure 4). 

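The top 25% of all genes began at a mean of 422 RPKM under aerobic growth on fumarate, 446 under anaerobic growth on fumarate with glycerol, 423 under aerobic growth on glucose and 416 under anaerobic growth on glucose. Asuc_1999 was within the top 4.33% to 5.34% of genes in the 4 conditions and was not called in any comparison, with log2 fold changes from −0.55 to 0.36 and adjusted p of at least 0.264 (limma). Asuc_0304 had 269 ± 7.23, 306 ± 40.2, 266 ± 24.3 and 252 ± 37.8 RPKM (SD, n = 3) under aerobic and anaerobic growth on fumarate and aerobic and anaerobic growth on glucose. These means place it within the top 36.3% to 41.1%, and its log2 fold changes from −0.28 to 0.18 were within the spread of the libraries. Asuc_0272 had 233 ± 51.0, 203 ± 6.56, 187 ± 73.7 and 154 ± 9.54 RPKM, within the top 44.0% to 59.3%, and was not called either, with changes from −0.39 to −0.17. Of its neighbors, Asuc_0273 was not called, Asuc_0271 was called lower on glucose than on fumarate under anaerobic growth, at −1.39 (standard error 0.34, adjusted p = 0.00878), and Asuc_0270 was called lower in the same comparison (−1.25) and under anaerobic growth on glucose against aerobic growth (−1.17). The latter call did not hold without aerobic glucose replicate 3, with −0.76, nor with array weights (−0.89), depth as a covariate (−1.05, adjusted p = 0.147), a pseudocount of 20 (−0.93) or quantile normalization (−0.98), and the former did not hold with a pseudocount of 20 (−0.98). Asuc_0271 was also called between anaerobic and aerobic growth without aerobic fumarate replicate 1, with 1.02 on fumarate, and without aerobic glucose replicate 2, with −1.03 on glucose. A single transporter gene, Asuc_1999, was not called and within the top 25% of all genes in every condition, and the count was the same when the top 25% in at least one condition was asked for. Ranked among the 37 transporter genes alone, a reading chosen after seeing the data, 2 genes that were not called lay within the top 25% in every condition (Asuc_0304 and Asuc_1999) and 4 in at least one (Asuc_0272, Asuc_0273, Asuc_0304 and Asuc_1999).

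**Figure D4:**
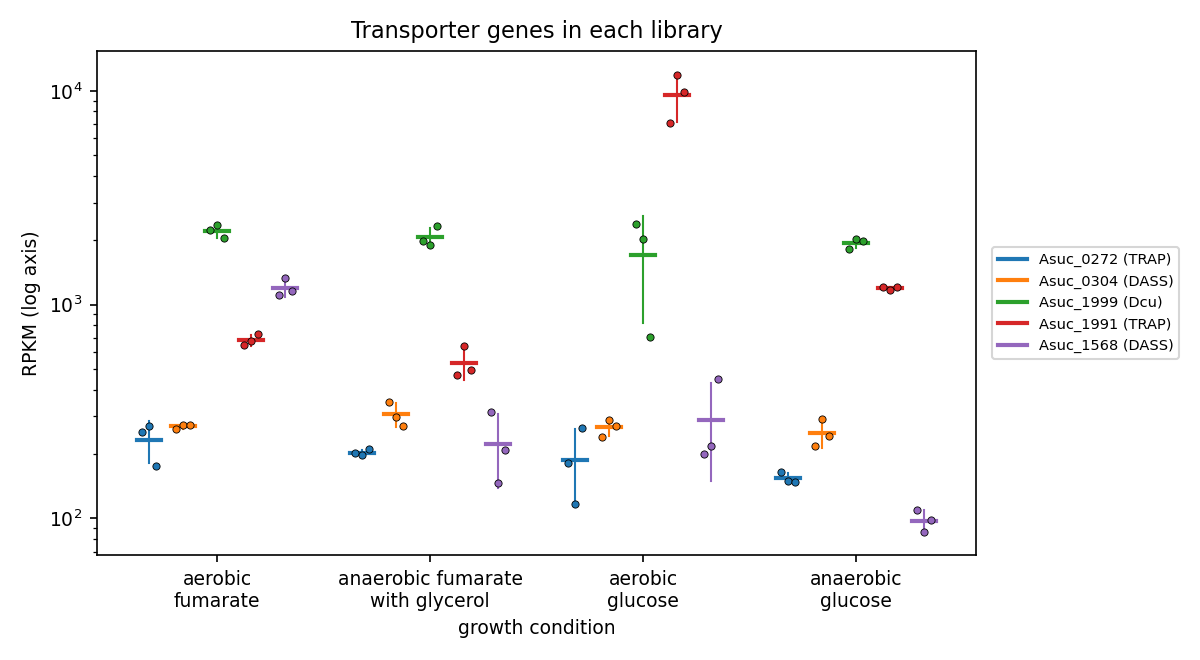
RPKM (log axis) of Asuc_0272, Asuc_0304, Asuc_1999, Asuc_1991 and Asuc_1568 in each library of each growth condition. Points are libraries, horizontal lines are means and vertical lines are ± 1 SD. Asuc_0304 lies between 252 and 306 RPKM on average in the 4 conditions, Asuc_1999 lies above it in each of them, and Asuc_1991 is highest under aerobic growth on glucose.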

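The mean RPKM of Asuc_1999 was 2208 ± 154 (SD, n = 3) under aerobic and 2072 ± 221 under anaerobic growth on fumarate, 1707 ± 885 under aerobic and 1939 ± 103 under anaerobic growth on glucose. It was the highest of the 37 transporter genes in 9 of the 12 libraries, 1.515 to 4.72 times as high as the next. In the 3 aerobic glucose libraries Asuc_1991 was highest, with 7041, 11850 and 9905 RPKM, where Asuc_1999 had 2389, 2024 and 707 RPKM and ranked 2, 2 and 5.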

Among the three, the transcription level of Asuc_1999 was markedly higher than the other transporters in all tested conditions (Table 1), suggesting that it is an important C_4_‐dicarboxylate transporter. The constitutive gene expression of Asuc_0304 has been demonstrated previously by quantitative real‐time PCR (Rhie et al., 2014).

**Figure 4:**
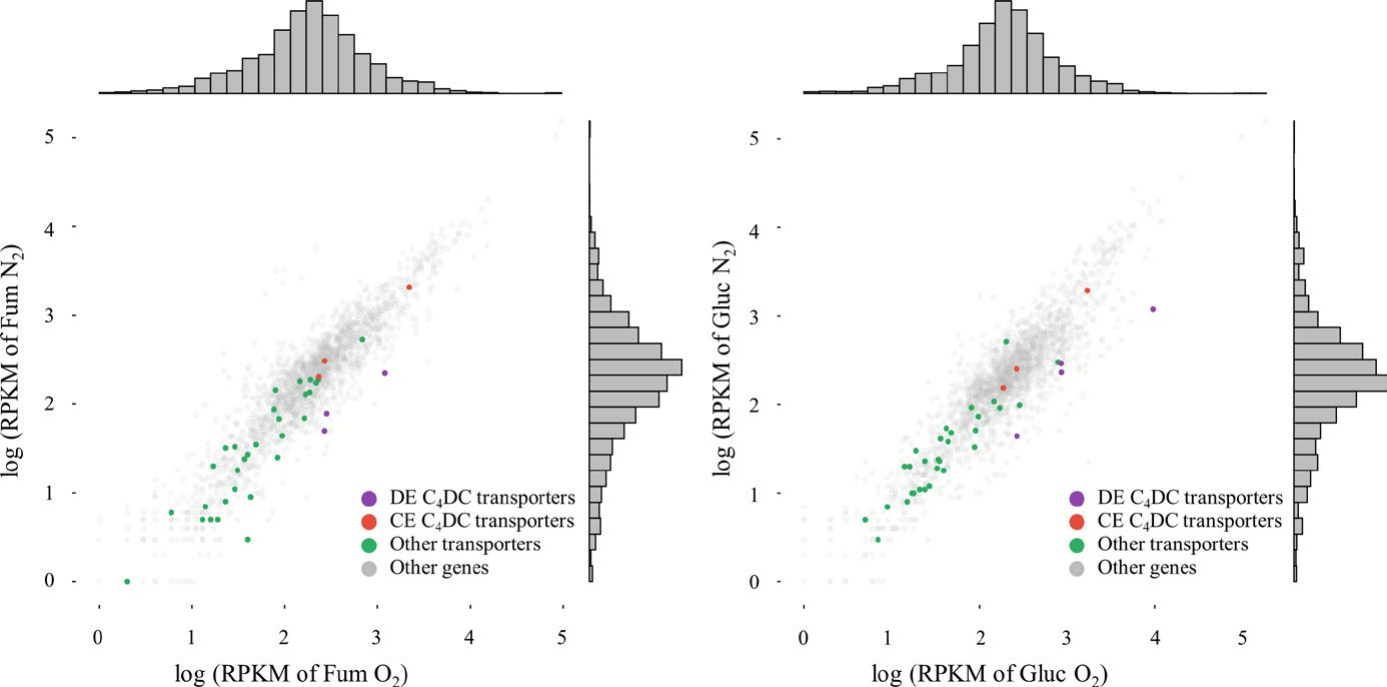
Plot of a log scale of reads per million mapped reads (logRPKM) for 37 potential C_4_‐dicarboxylate transporter genes under aerobic and anaerobic growth conditions with fumarate or glucose. The differentially expressed (DE) C_4_‐dicarboxylate transporters (DE C_4_ DC transporters) and consistently expressed (CE) C_4_‐dicarboxylate transporters (CE C_4_ DC transporters) are indicated in purple and red, respectively. The expression of transporters other than C_4_‐dicarboxylate transporters (Other transporters, green) and the expression of proteins other than transporters (Other genes, gray) are shown for reference

Following aerobic growth on fumarate, Asuc_1568 (DASS family), Asuc_1482 (DASS family), and Asuc_0146 (TRAP family) were classified as DE transporters (Table 1, Figure 4). 

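Asuc_1568 had 1201 ± 115 RPKM (SD, n = 3) under aerobic growth on fumarate, 223 ± 83.9 under anaerobic growth on fumarate with glycerol and 289 ± 139 under aerobic growth on glucose. Its log2 fold changes were −2.46 (standard error 0.30, adjusted p = 8.3e-05) from aerobic to anaerobic growth on fumarate and −2.13 (standard error 0.30, adjusted p = 0.000242) from fumarate to glucose under aerobic growth. It was called in all 4 comparisons, but the change of −1.09 between the substrates under anaerobic growth fell to −0.82 without anaerobic fumarate replicate 1 and to −0.99 with a pseudocount of 20. Asuc_0146 had 268 ± 53.8 RPKM under aerobic growth on fumarate and from 50.3 to 92.0 in the other conditions, with −2.30 (standard error 0.32, adjusted p = 0.000225) between anaerobic and aerobic growth on fumarate. Asuc_1482 was lower under anaerobic than under aerobic growth, with −1.79 (standard error 0.29, adjusted p = 0.000450) on fumarate. Between the substrates under aerobic growth Asuc_1482 had 282 ± 50.9 RPKM on fumarate and 268 ± 134 on glucose, a difference within the spread of the libraries, with a log2 fold change of −0.17 (standard error 0.29, adjusted p = 0.7215). In the comparisons with anaerobic growth on fumarate and with aerobic growth on glucose, 6 transporter genes were called higher under aerobic growth on fumarate, namely Asuc_1568, Asuc_0146, Asuc_0147, Asuc_0366, Asuc_0367 and Asuc_0368. The call of Asuc_0366 between the oxygen conditions, at −1.21, did not hold without anaerobic fumarate replicate 3 (−0.92). The call of Asuc_0367 between the oxygen conditions, at −1.92, did not hold without aerobic fumarate replicate 1 (−1.77), aerobic fumarate replicate 2 (−1.79) or anaerobic fumarate replicate 2 (−1.16). The call of Asuc_0368 between the oxygen conditions, at −1.01, did not hold without aerobic fumarate replicate 2 (−0.89), anaerobic fumarate replicate 1 (−0.9982) or anaerobic fumarate replicate 2 (−0.98) or with a pseudocount of 20 (−0.83) or quantile normalization (−0.83).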

*A. succinogenes* grown aerobically on fumarate may require only uptake activity for C_4_‐dicarboxylate (Figure 1). In a previous study, Asuc_0304 was shown to be a sodium‐coupled C_4_‐dicarboxylate transporter (ScdA) under aerobic condition, although the gene expression was not affected by the presence of fumarate or oxygen (Rhie et al., 2014).

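Asuc_0142, from 167817 to 169139 on the chromosome, had 512 ± 60.3 RPKM (SD, n = 3) under anaerobic growth on glucose, against 202 ± 27.2 under aerobic growth on glucose and 136 ± 9.02 under anaerobic growth on fumarate with glycerol. The log2 fold changes were 1.32 (standard error 0.16, adjusted p = 4.1e-05) and 1.87 (standard error 0.16, adjusted p = 3.3e-06). It was the 1 transporter gene called higher under anaerobic growth on glucose in both comparisons. From fumarate with glycerol to glucose under anaerobic growth, Asuc_1991 and Asuc_1578 were called higher as well, by 1.17 (standard error 0.18, adjusted p = 0.000377) and 1.47 (standard error 0.61, adjusted p = 0.0896). The call of Asuc_1578 did not hold without aerobic fumarate replicate 2 (1.47), aerobic fumarate replicate 3 (1.47), anaerobic fumarate replicate 1 (1.43), anaerobic fumarate replicate 2 (1.04), anaerobic glucose replicate 1 (1.55), anaerobic glucose replicate 2 (1.32) or anaerobic glucose replicate 3 (1.53), nor with depth as a covariate (1.44, adjusted p = 0.105), a pseudocount of 1 (1.98, adjusted p = 0.1215), a pseudocount of 20 (0.81) or quantile normalization (1.09, adjusted p = 0.124).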

Anaerobic growth of *A*. *succinogenes* on glucose may require an efflux transporter for succinate (Figure 1), as only Asuc_0142 was differentially expressed under these conditions (Table 1, Figure 4). Conversely, C_4_‐dicarboxylate transporters do not seem to be active during aerobic growth on glucose; the metabolic products of this carbon source were acetate and formate only (Rhie et al., 2014). It is, therefore, interesting that TRAP (Asuc_1988, Asuc_1990, and Asuc_1991) and DASS (Asuc_1482) family transporters were designated as DE transporters under aerobic growth conditions on glucose (Table 1, Figure 4). A TRAP transport system (Asuc_1988–1991) was highly overexpressed during aerobic growth on glucose. 

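The 4 genes Asuc_1988 to Asuc_1991 lie from 2189084 to 2194322 on the chromosome and were called higher under aerobic growth on glucose than under anaerobic growth on glucose and than under aerobic growth on fumarate. Against aerobic growth on fumarate, the log2 fold changes were 1.88, 2.00, 2.29 and 3.77 (standard error 0.18, adjusted p = 1.4e-08) for Asuc_1988, Asuc_1989, Asuc_1990 and Asuc_1991. From aerobic to anaerobic growth on glucose they were −1.47, −1.36, −1.83 and −2.97. The mean of Asuc_1991 under aerobic growth on glucose was 9599 ± 2419 RPKM (SD, n = 3), within the top 0.241% of all genes, and that of Asuc_1988 was 856 ± 319.6. The change of Asuc_1482 on glucose was −2.37 (standard error 0.29, adjusted p = 3.7e-05), from 268 RPKM under aerobic to 44.0 ± 5.57 under anaerobic growth.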

The predicted substrates for Asuc_1988–1991 are sugar acids (aldonic or uronic acids), as aldolase (D‐glucose) without a carboxylate moiety did not serve as a substrate for the substrate binding protein of the TRAP transporter (Vetting et al., 2015). Most other TRAP transporters (Asuc_0147–0148, Asuc_0156–0158, Asuc_1163–1165, Asuc_1578, Asuc_1922–1923, and Asuc_1956–1957) and the tripartite tricarboxylate transporter (TTT) family transporter (Asuc_1851) were not differentially expressed under any experimental condition (Table 1).

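Of these 14 genes, 9 were not called in any comparison by limma and 5 were called between anaerobic and aerobic growth on fumarate. Their means ranged from 0.667 to 43.3 RPKM over all conditions, the level at which few reads lie behind each value. Asuc_0147 fell from 40.3 ± 15.0 RPKM (SD, n = 3) under aerobic to 3.00 ± 2.65 under anaerobic growth on fumarate, and Asuc_0148 from 43.3 ± 14.2 to 9.33 ± 1.15, log2 fold changes of −2.50 (standard error 0.41, adjusted p = 0.000516) and −1.71 (standard error 0.35, adjusted p = 0.00242). The change of Asuc_0147 from fumarate to glucose under aerobic growth, −1.24 (standard error 0.41, adjusted p = 0.0473), was not called without aerobic glucose replicate 1 (−0.86), aerobic fumarate replicate 1 (−1.01) or aerobic fumarate replicate 2 (−1.20), nor with a fit of only the 6 libraries compared (−1.24, adjusted p = 0.113), a pseudocount of 1 (−1.48, adjusted p = 0.1006) or a pseudocount of 20 (−0.79). In the same comparison Asuc_0148, at −0.77, was called without aerobic glucose replicate 3 (−1.07) or aerobic fumarate replicate 3 (−1.03). Asuc_1578 changed by −1.86 (standard error 0.61, adjusted p = 0.0298) on fumarate and was not called without anaerobic fumarate replicate 2 (−1.44) or aerobic fumarate replicate 1 (−1.57). Asuc_0156 and Asuc_1956, with −1.07 and −1.12 on fumarate, were the other called genes. The call of Asuc_0156 did not hold without aerobic fumarate replicate 1 (−0.85), aerobic fumarate replicate 3 (−1.03), anaerobic fumarate replicate 1 (−1.03) or anaerobic fumarate replicate 2 (−0.73), nor that of Asuc_1956 without aerobic fumarate replicate 1 (−1.15), aerobic fumarate replicate 2 (−1.05), aerobic fumarate replicate 3 (−1.18), anaerobic fumarate replicate 1 (−1.19) or anaerobic fumarate replicate 3 (−0.95). With depth as a covariate, 4 of the 5 genes were no longer called on fumarate, namely Asuc_0148 (−1.11, adjusted p = 0.108), Asuc_0156 (−0.97, adjusted p = 0.294), Asuc_1578 (−2.10, adjusted p = 0.122) and Asuc_1956 (−0.75, adjusted p = 0.452). The call of Asuc_0156 was also lost with array weights (−0.77), a fit of only the 6 libraries compared (−1.07, adjusted p = 0.1001), a pseudocount of 20 (−0.50) or quantile normalization (−0.51, adjusted p = 0.334), and that of Asuc_1956 with a pseudocount of 20 (−0.62) or quantile normalization (−0.65, adjusted p = 0.3004). Asuc_1164, at −0.91, was called on fumarate with a pseudocount of 1 (−1.46). Asuc_0158, at −1.23 (standard error 0.59, adjusted p = 0.120) on fumarate, was not called, but was without aerobic fumarate replicate 2 (−1.61), aerobic glucose replicate 2 (−1.23) or aerobic glucose replicate 3 (−1.23), with the replicate number as a block (adjusted p = 0.0772) and in a fit of only the 6 libraries compared (adjusted p = 0.0690).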

As a result, the three CE transport systems that may play a basic role in *A. succinogenes* growth in any condition are a TRAP transporter (Asuc_0271‐0273) and a DASS transporter (Asuc_0304), which may be involved in fumarate uptake, and a Dcu transporter (Asuc_1999) which may be involved in fumarate uptake, fumarate/succinate antiport, or succinate efflux. Among the DE transporters, additional DASS transporters (Asuc_1568 and Asuc_1482) may contribute to fumarate uptake during aerobic growth on fumarate, whereas a Dcu transporter (Asuc_0142) may play a role in succinate efflux during anaerobic growth on glucose.

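The data behind these classes are the RPKM of 3 libraries per condition. Asuc_1568, Asuc_1482 and Asuc_0142 were each called in at least 2 comparisons, and Asuc_1999, Asuc_0304 and Asuc_0272 in none. Of the genes clustered with Asuc_0272, Asuc_0273 was called in none, Asuc_0271 in 1 and Asuc_0270 in 2. Asuc_1568 ranked within the top 8.04% of genes under aerobic growth on fumarate and Asuc_0142 within the top 19.8% under anaerobic growth on glucose. Asuc_1482 did not enter the top 25% of all genes in any condition, with its highest mean within the top 36.2%. From the expression that was steady across conditions, the paper proposes a basic role for 3 transport systems, and from the expression under specific conditions it proposes fumarate uptake by the DASS transporters Asuc_1568 and Asuc_1482 and succinate efflux by Asuc_0142.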

### 3.3 Experimental verification of multiple C_4_‐dicarboxylate transport systems in *A. succinogenes*

The concentration‐dependent uptake of [^14^C]fumarate and [^14^C]succinate in *A. succinogenes* was investigated using filtration assays with cell suspensions of bacteria anaerobically grown on fumarate plus glycerol (Figure 5). The overall uptake activity for fumarate (*V*_max_ 55.8 μmol·gDW^−1^·min^−1^) was 4.7‐fold higher than that of succinate (*V*_max_ 11.9 μmol·gDW^−1^·min^−1^). Interestingly, there were three saturation shoulders for [^14^C]fumarate uptake, in the concentration ranges of (1) 20 μmol/L to 500 μmol/L, (2) 500 μmol/L to 3 mmol/L, and (3) 3 mmol/L to 5 mmol/L, which were supposed to be caused by multiple (at least three) transport systems. The first saturation curve had a *V*_max_ of 7.5 μmol·gDW^−1^·min^−1^ (K_m_ 201.1 μmol/L); the second had a *V*_max_ of 38.0 μmol·gDW^−1^·min^−1^ (K_m_ 2.5 mmol/L); and the third had a *V*_max_ of 58.09 μmol·gDW^−1^·min^−1^ (K_m_ 4.9 mmol/L). Therefore, the anaerobic fumarate uptake of *A. succinogenes* is mediated by multiple transport systems that could be differentiated by substrate affinity. Conversely, anaerobic succinate uptake displayed carrier‐mediated transport with a single saturation point, although it has low affinity with a K_m_ of 1.2 mmol/L (Figure 5).

**Figure 5:**
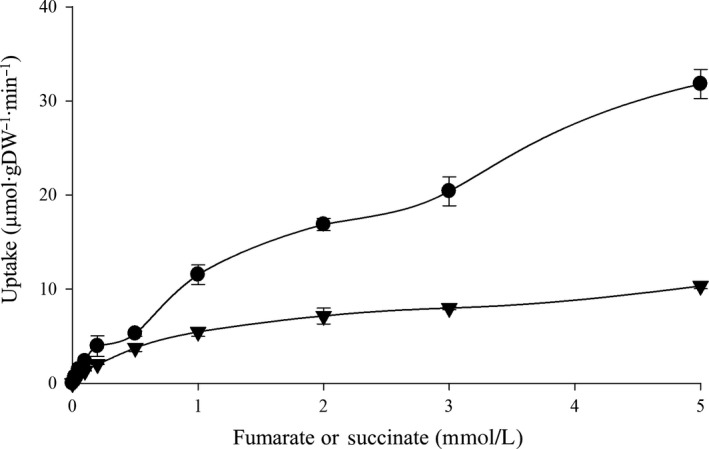
Concentration‐dependent uptake of C_4_‐dicarboxylates in cell suspensions of *A. succinogenes*. The initial uptake (1 min) of [^14^C]fumarate (●) and [^14^C]succinate (

) was determined at substrate concentrations from 0 to 5 mmol/L. The assays were performed at least in triplicate using three or more independent cell cultures

### 3.4 Properties of anaerobic fumarate uptake in *A. succinogenes*

The properties of anaerobic fumarate uptake were studied using 4 (or 5) mmol/L of [^14^C]fumarate to examine the overall uptake activity shown in Figure 5. The pH‐dependency of [^14^C]fumarate uptake was measured in a buffer range from pH 4 to 9 (Figure 6a). The uptake activity was the highest at pH 7 and decreased at acidic or basic pH. This pH profile indicates that dianionic fumarate^2−^ (p*K*a_1_ = 3.03, p*K*a_2_ = 4.44) was preferred by the transporter(s).

**Figure 6:**
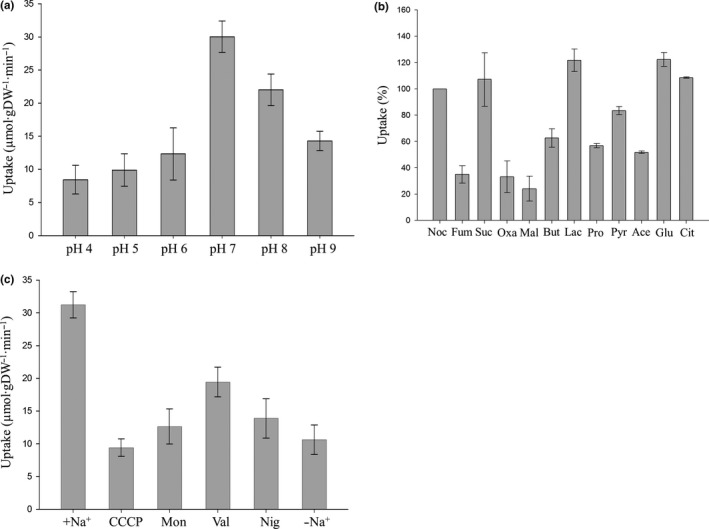
Properties of fumarate uptake in cell suspensions of *A. succinogenes*. (a) Effect of pH. The initial uptake (1 min) of 5 mmol/L [^14^C]fumarate was determined in cells suspended in Na^+^/K^+^ phosphate buffer of pH 4 to 9. (b) Substrate specificity. The initial uptake (1 min) of 4 mmol/L [^14^C]fumarate was determined in the presence of unlabeled competitors (40 mmol/L); 100% uptake activity corresponds to 21.1 μmol·gDW ^−1^·min^−1^. Noc, no competitor; Fum, fumarate; Suc, succinate; OAA, oxaloacetate; Mal, malate; But, butyrate; Lac, lactate; Pro, propionate; Pyr, pyruvate; Ace, acetate; Glc, glucose. (c) Effect of sodium and ionophores. The initial uptake (1 min) of 5 mmol/L [^14^C]fumarate was determined in the presence of ionophores. Cell suspensions were prepared in Na^+^‐containing (Na_2_ HPO_4_/KH_2_ PO_4_) or Na^+^‐free (K_2_ HPO_4_/KH_2_ PO_4_) buffers at pH 7. +Na^+^, Na^+^‐containing buffer; −Na^+^, Na^+^‐free buffer; CCCP, carbonyl cyanide m‐chlorophenylhydrazone; Mon, monensin; Val, valinomycin; Nig, nigericin. The assays were performed at least in triplicate using three or more independent cell cultures

The substrate specificity for uptake was investigated by competitive inhibition with a 10‐fold excess of unlabeled C_4_‐dicarboxylates or related substrates (40 mmol/L) to [^14^C]fumarate (4 mmol/L; Figure 6b). The inhibition rates of anaerobic [^14^C]fumarate uptake were 65, 67, and 76% by the unlabeled C_4_‐dicarboxylates fumarate, oxaloacetate, and malate, respectively. However, succinate could not compete with [^14^C]fumarate. The monocarboxylates butyrate (37%), propionate (43%), and acetate (48%) decreased uptake to some extent, but lactate, pyruvate, citrate, and glucose did not inhibit [^14^C]fumarate uptake. The competition assay suggests that fumarate, oxaloacetate, and malate are the preferred substrates for the uptake system(s), with similar specificity. But succinate could not inhibit [^14^C]fumarate uptake.

Various ionophores were used to investigate the driving forces of anaerobic uptake of fumarate (Figure 6c). CCCP is known to collapse the electrochemical proton potential Δp (Nicholls & Ferguson, 2013), and inhibited 70% of the fumarate uptake. The electroneutral H^+^/Na^+^ exchanger monensin inhibited 60% of the fumarate uptake, which was similar to the inhibition observed in Na^+^ free buffer (66%), indicating that fumarate uptake requires a Na^+^‐gradient in addition to proton potential. The electroneutral (nondepolarizing) H^+^/K^+^ exchanger nigericin decreased fumarate uptake by 55%, but the electrical K^+^ uniporter valinomycin only decreased uptake by 38%, meaning that dissipation of the pH gradient negatively affected fumarate uptake. Altogether, these results indicate that the transport system(s) for 5 mmol/L fumarate uptake require(s) electrochemical proton potential Δp, pH gradient ∆pH, and a Na^+^ gradient (ΔΨ_Na+_), whereas a K^+^ gradient (ΔΨ_K+_) appears to be of minor significance.

The assays with *A. succinogenes* showed relatively high background activity, which could be explained by the involvement of more than one transporter in fumarate uptake.

### 3.5 Fumarate transport by the high‐copy transporter Asuc_1999

Owing to its high transcription under all tested growth conditions, Asuc_1999 was considered a major C_4_‐dicarboxylate transporter (Table 1). Asuc_1999 is 555 amino acids long, and belongs to the Dcu family, showing 85% sequence similarity with *E. coli* DucB (DucB_Ec_, 446 aa), which is the fumarate/succinate antiporter in fumarate respiration (Janausch et al., 2002; Unden et al., 2016). 

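Asuc_1999 lies from 2204750 to 2206417 on the chromosome in the RefSeq annotation, a length of 1668 bases, and carries no symbol there. Ranked among all genes by the mean of the 3 libraries, it was number 90 under aerobic growth on fumarate, number 102 under anaerobic growth on fumarate with glycerol, number 111 under aerobic growth on glucose and number 110 under anaerobic growth on glucose.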

We established a gene knockout system for *A. succinogenes* and constructed the Asuc_1999 deletion (Δ1999) mutant LMB18. In the Δ1999 mutant, the anaerobic fumarate uptake was decreased by 24% at 5 mmol/L fumarate, and the difference between the wild‐type (31.4 μmol·gDW^−1^·min^−1^) and ∆1999 strain (23.9 μmol·gDW^−1^·min^−1^) rates was 7.5 μmol·gDW^−1^·min^−1^ (Figure 7a). The decrease in fumarate uptake in Δ1999 was not detectable at low fumarate concentrations (<1 mmol/L), suggesting that the role of Asuc_1999 could be compensated by other transporters at low concentration. The fumarate uptake of the ∆1999 strain was completely complemented by introduction of Asuc_1999 (pMB93), which was cloned into a broad‐host‐range plasmid of Pasteurellaceae origin, to 31.1 μmol·gDW^−1^·min^−1^ (Table 2).

**Figure 7:**
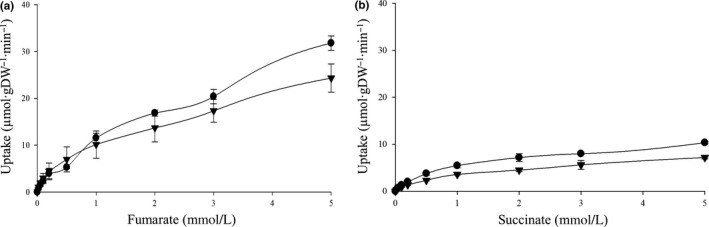
Concentration‐dependent uptake of fumarate in wild type (●) and Δ1999 mutant (

) *A. succinogenes* strains. The initial uptake (1 min) of [^14^C]fumarate (a) and [^14^C]succinate (b) was determined at a substrate concentrations from 0 to 5 mmol/L. The assays were performed at least in triplicate using three or more independent cell cultures

**Table 2:** Complementation of fumarate uptake of *A. succinogenes* Δ1999 mutant (LMB18) with pMB93 containing Asuc_1999

*A. succinogenes* strains	[^14^C]fumarate uptake (μmol·gDW^−1^·min^−1^)
wild type	31.4 ± 2.1
LMB18	23.9 ± 1.5
LMB18 + pMB93	31.1 ± 3.3

The initial uptake (1 min) was determined with 5 mmol/L [^14^C]fumarate. The assays were performed at least in triplicate using three or more independent cell cultures.

In addition, the anaerobic uptake by Asuc_1999 was determined directly, albeit heterologously, by cloning Asuc_1999 into a low‐copy expression plasmid (pMB64) and expressing it in the *E. coli* strain IMW529 (Figure 8), which is deficient in anaerobic fumarate transport (Kim & Unden, 2007). The C_4_‐dicarboxylate uptake activity of pMB64 showed a clear carrier‐mediated fashion dependent on substrate concentration. The heterologous fumarate uptake activity revealed a *V*_max_ of 21.6 μmol·gDW^−1^·min^−1^ with *K*_m_ of 452 μmol/L. The uptake activity for succinate (*V*_max_ 5.4 μmol∙gDW^−1^∙min^−1^; *K*_m_ 364 μmol/L) was fourfold lower than fumarate (Figure 8), corresponding that Asuc_1999 knockout only slightly decreased succinate uptake (Figure 7b).

**Figure 8:**
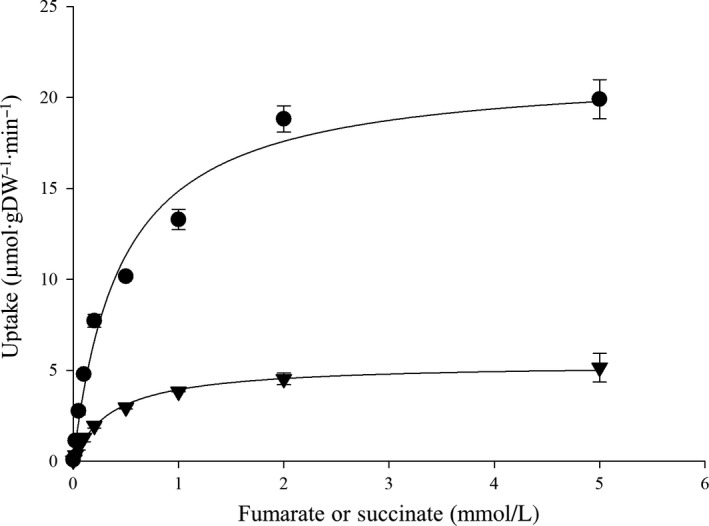
Anaerobic C_4_‐dicarboxylate uptake of Asuc_1999 in the *E. coli* strain IMW529. The initial uptake (1 min) of [^14^C]fumarate (●) or [^14^C]succinate (

) was determined at a substrate concentrations from 0 to 5 mmol/L. The assays were performed at least in triplicate using three or more independent cell cultures

## 4 CONCLUSION

*A. succinogenes* grows well on fumarate plus glycerol under anaerobic conditions. Supplied fumarate is completely converted into succinate, and half of the supplied glycerol is also converted to succinate. As a result, it is assumed that growth requires transporters for fumarate uptake and succinate efflux. Anaerobic transport assays revealed that multiple transport systems in *A. succinogenes* catalyzing fumarate uptake, with distinct substrate affinity and activity. RNAseq analysis showed that three potential C_4_‐dicarboxylate transport systems, namely Asuc_0271‐0273 (TRAP), Asuc_0304 (DASS), and Asuc_1999 (Dcu), were expressed during anaerobic growth on fumarate plus glycerol. The transcription level of Asuc_1999 was markedly higher than that of other C_4_‐dicarboxylate transport genes under all tested growth conditions (aerobic and anaerobic conditions with glucose or fumarate). The deletion of Asuc_1999 caused a significant decrease in fumarate uptake at high fumarate concentrations, which was complemented by reintroducing Asuc_1999. In addition, Asuc_1999 heterologously expressed in *E. coli* catalyzed fumarate uptake. Overall, the results indicate that Asuc_1999 could be a common C_4_‐dicarboxylate transporter exhibiting high fumarate uptake activity.

## CONFLICTS OF INTEREST

The authors declare that they have no conflicts of interest.

## Supporting information

 Click here for additional data file.

 Click here for additional data file.

 Click here for additional data file.

 Click here for additional data file.

 Click here for additional data file.

 Click here for additional data file.

 Click here for additional data file.

 Click here for additional data file.

 Click here for additional data file.

# Supplementary material for: Transcriptome analysis and anaerobic C4‐dicarboxylate transport in Actinobacillus succinogenes
**Source:** Microbiologyopen. 2017 Dec 12;7(3):e00565. doi: 10.1002/mbo3.565
**Supplement:** Supplementary file 5

**Table S1.** Strains and plasmids used in this study

| Strains or Plasmids | Relevant genotype | Source /References |
| --- | --- | --- |
| **Strains** |  |  |
| *Actinobacillus succinogenes* 130Z | Wild-type strain (DSM 22257) | DSMZ |
| LMB18 | *A. succinogenes* 130Z*,* but Δ*Asuc_1999*::*cat* | This study |
|  |  |  |
| *Escherichia coli* DH5α | *fhuA2 lac(del)U169 phoA glnV44 Φ80' lacZ(del)M15 gyrA96 recA1 relA1 endA1 thi-1 hsdR17* | Taylor *et al.* (1993) |
| IMW529 | LJ1, but *dcuA::spc^R^, dcuB::kan^R^, dcuC::Tn10 (cm^R^), citT::kan^R^*, *ΔttdT* | Kim and Unden (2007) |
|  |  |  |
| **Plasmids** |  |  |
| pUC19 | Cloning vector, amp^r^ | Enzynomics Corporation |
| pDM4 | oriR6K, Cloning vector, suicide vector, *sacB*, cam^r^ | Mou *et al*. (2013) |
| pGEM^®^-T Easy | Cloning vector, amp^r^ | Promega Corporation |
| pKD3 | oriR, *cat bla* Δ*(phoB-phoR)580 galU95* Δ*uidA3::pir* Δ*ndA::*FRT | Datsenko and Wanner (2000) |
| pBAD30 | *araC, araBAD* promoter, pACYC184, *bla,* amp^r^ | Guzman *et al.* (1995) |
| pLS88 | Shuttle vector (ATCC 86980), kan^r^, str^r^, sul^r^ | ATCC |
| pMB31 | pUC19 with complete gene *sacB* (1422 bp) form pDM4, amp^r^ | This study |
| pMB35 | pGEM^®^-T Easy with complete gene *Asuc*_*1999* (1668 bp) of *A.succinogenes*, amp^r^ | This study |
| pMB45 | pMB35 with *Asuc_1999*::*cat*, amp^r^ | This study |
| pMB47 | pMB31 with *Asuc_1999*::*cat* and *sacB*, amp^r^ | This study |
| pMB61 | pBAD30 with Shine-Dalgarno (SD) sequence, amp^r^ | This study |
| pMB64 | pMB61 with *Asuc_1999*, amp^r^ | This study |
| pMB93 | pLS88 with *Asuc_1999*, kan^r^, str^r^ | This study |

# Supplementary material for: Transcriptome analysis and anaerobic C4‐dicarboxylate transport in Actinobacillus succinogenes
**Source:** Microbiologyopen. 2017 Dec 12;7(3):e00565. doi: 10.1002/mbo3.565
**Supplement:** Supplementary file 6

**Table S2.** Statistics of reads used in the mRNA sequencing of this study

| Growth condition | Anaerobic  glucose | | | Aerobic  glucose | | | Anaerobic  fumarate + glycerol | | | Aerobic  fumarate | | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| Replication Number | 1 | 2 | 3 | 1 | 2 | 3 | 1 | 2 | 3 | 1 | 2 | 3 |  |
| Number of paired-end raw reads | 1247364 | 1167378 | 1693132 | 1356194 | 340889 | 459718 | 1113151 | 1167429 | 1165472 | 204034 | 371626 | 613271 |  |
| Number of aligned reads (R1) | 1143989 | 1134926 | 1611772 | 1322138 | 330783 | 237309 | 1071798 | 1159362 | 1133393 | 197792 | 367355 | 606297 |  |
| Number of aligned reads (R2) | 1138727 | 1131035 | 1603662 | 1318076 | 329480 | 231607 | 1067650 | 1156243 | 1129065 | 197138 | 366189 | 603909 |  |
| Alignment rate of reads (R1, %) | 91.7 | 97.2 | 95.2 | 97.5 | 97.0 | 51.6 | 96.3 | 99.3 | 97.2 | 96.9 | 98.9 | 98.9 |  |
| Alignment rate of reads (R2, %) | 91.3 | 96.9 | 94.7 | 97.2 | 96.7 | 50.4 | 95.9 | 99.0 | 96.9 | 96.6 | 98.5 | 98.5 |  |

# Supplementary material for: Transcriptome analysis and anaerobic C4‐dicarboxylate transport in Actinobacillus succinogenes
**Source:** Microbiologyopen. 2017 Dec 12;7(3):e00565. doi: 10.1002/mbo3.565
**Supplement:** Supplementary file 7

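Among the KEGG pathways that the paper tested is the ribosome with 54 genes, the number that the annotation gives for 30S and 50S ribosomal proteins. On glucose, all 54 genes were higher under anaerobic than under aerobic growth, with a median log2 fold change of 0.98, and 26 of them were called. The camera test of limma, with its preset correlation of 0.01 between genes, gave p = 1.9e-16 (adjusted over the 4 comparisons, 7.4e-16). The fry test, which takes the correlation between genes from the data, gave p = 0.000622, whereas camera with the correlation of 0.66 estimated from the data gave p = 0.123. Of the 10 splits of the 6 glucose libraries into groups of 3, 4 reached the camera p of the real one, itself included. These splits therefore do not exclude chance. Each split was refitted with all 12 libraries, so the count of 4 applies to the camera p of 1.9e-16. Among the splits that did not reach it, the smallest camera p was 5.4e-12. Quantile normalization moved the median most, to 0.46, and without aerobic glucose replicate 3 it was 0.67. On fumarate, 45 of the genes were higher under anaerobic growth, with a median of 0.26. Glucose was higher than fumarate for 42 genes under anaerobic growth, with a median of 0.44, and for 6 under aerobic growth, with a median of −0.27. Camera gave p = 0.00458, 6.3e-06 and 0.000702 for these 3 comparisons, adjusted values 0.00458, 1.25e-05 and 0.000936, and fry gave 0.202, 0.0556 and 0.234, so that at 0.05 the call on glucose alone held under fry and none held with the estimated correlation.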

**Table S3.** Significantly induced or repressed KEGG pathways in condition-by-condition pairwise enrichment analysis.

# Supplementary material for: Transcriptome analysis and anaerobic C4‐dicarboxylate transport in Actinobacillus succinogenes
**Source:** Microbiologyopen. 2017 Dec 12;7(3):e00565. doi: 10.1002/mbo3.565
**Supplement:** Supplementary file 8

**Table S4.** List of hierarchically clustered 353 differentially expressed genes and their KEGG annotations. KEGG orthology (KO) annotations were downloaded from KEGG API (<http://rest.kegg.jp>/list /asu).

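The table lists the genes by locus tag with their cluster and KEGG annotation. Its genes had a median of 2.06 for the largest log2 ratio of mean RPKM among the 4 comparisons. In the limma fit, 166 of them were called between anaerobic and aerobic growth on fumarate, 218 on glucose, 167 between glucose and fumarate under aerobic growth and 165 under anaerobic growth. The 8 genes that were not called had an adjusted p of at least 0.108 in every comparison.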

# Supplementary material for: Transcriptome analysis and anaerobic C4‐dicarboxylate transport in Actinobacillus succinogenes
**Source:** Microbiologyopen. 2017 Dec 12;7(3):e00565. doi: 10.1002/mbo3.565
**Supplement:** Supplementary file 9

**Table S5.** Number of differentially expressed genes in KEGG pathway. Pathway information of *A. succinogenes* genes were downloaded from KEGG API (<http://rest.kegg.jp/link/pathway> /asu). Genes belonging to multiple pathway have been counted more than one times.

How the deposited data were processed for this re-analysis (not part of the article)

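RNA-seq libraries of A. succinogenes grown aerobically or anaerobically on glucose or fumarate, 3 for each of 4 conditions, were analysed from the deposited values. The values, recorded as a score, are RPKM that the authors computed after trimming with ShortRead and alignment with Bowtie2, using the edgeR and DESeq packages, and rounded to whole numbers before they were deposited. The step that gave RPKM is not stated. The design assumed RPKM, and the rounding was found on examination, so values were handled as RPKM on a log scale. Aligned reads (R1) in Table S2 were 1143989, 1134926 and 1611772 for anaerobic growth on glucose, 1322138, 330783 and 237309 for aerobic growth on glucose, 1071798, 1159362 and 1133393 for anaerobic growth on fumarate with glycerol and 197792, 367355 and 606297 for aerobic growth on fumarate, replicates 1 to 3 in order.

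With R 4.3.3 and limma 3.58.1, log2(RPKM + 5) of all 12 libraries was fitted with one mean per condition, with no filter, and tested with eBayes with a trend of the variance on mean expression. P-values were adjusted by the Benjamini-Hochberg method over all genes of each of 4 pairwise comparisons and of the interaction. Genes with an adjusted p of at most 0.1 and a log2 fold change of at least 1 in size were called. Ribosomal protein genes were tested as a set with camera, at a preset correlation of 0.01, and with fry. Genes of Table S4 were clustered on mean RPKM scaled within each gene with complete linkage into 6 groups. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9. Locus tags were matched to the RefSeq annotation for symbols and positions.

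The groups, comparisons, limits and alternatives, other than those said to be added, were set before the data were examined. Table 1 values and Table S4 clusters had been seen by then. Named genes are every gene that the paper names in its expression and transporter sections or in Table 1, and the 3 genes with the largest positive and negative log2 fold change in each comparison among called genes whose libraries did not overlap, or, for the interaction, among called genes.

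Alternatives were a pseudocount of 1 or 20, a filter at a mean of 10 RPKM, median-of-ratios scaling, quantile normalization, a fit of only the 6 libraries compared, replicate number as a block, the log2 number of aligned reads as a covariate, array weights, eBayes without a trend, unadjusted p, no fold limit, the median of the 3 libraries, average or Ward linkage, correlation distance, log2 values for clustering, another reading of the top 25%, and leaving out each library in turn. Each comparison was also repeated for the 10 splits of its 6 libraries or for 100 drawn splits of the 12, and gene lists were compared with 10000 random lists. The fits were tested on simulated data with 1 spread per gene in all libraries. There limma recovered 95.3% and 95.2% of genes changed by 2 log2 units in 2 comparisons, with 3.09% and 3.14% false calls. For the interaction it recovered 88.4%, with 5.61% false calls. Changes near the limit of 1 and libraries of unequal spread were not simulated, so these rates do not apply to them. Camera and fry found a shifted set in 100% and an unshifted set in 0% of 20 simulations. The simulated noise was independent between genes. These simulations therefore do not test the false calls at the correlation of 0.66 estimated from the data for the ribosomal protein genes. The clustering of 300 genes with known profiles gave an adjusted Rand index of 1. Of 40 shifted gene lists, 40 passed the 95th percentile of random lists, and 1 of 40 unshifted ones did. Read counts and reads were not used here. Uptake and growth assays have no files and were left out.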

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

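The test of the fold change against the size that the p-values of Table 1 need was chosen only after the result was seen. The difference between the oxygen effects on the substrates was tested as an interaction in limma, as the oxygen effect (anaerobic minus aerobic) on glucose minus that on fumarate, so that positive values mean a larger rise or a smaller fall under anaerobic growth on glucose than on fumarate. At the same limits as for the pairwise comparisons, 449 genes differed, 217 of them with positive and 232 with negative values. Of these, 316 had oxygen effects of opposite sign on the substrates, counted by sign alone, however small the effect. Of the 127 genes called in both oxygen comparisons, 98 changed in the same direction.

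The largest interaction log2 fold changes were 5.49 for Asuc_1191, 4.84 for Asuc_1227 and 4.24 for Asuc_0322, and, in the other direction, −6.39 for glpA (Asuc_0205), −5.97 for glpB (Asuc_0204) and −5.65 for glpQ (Asuc_0592). Among the genes whose oxygen effects the paper discusses, the pyruvate dehydrogenase genes Asuc_0942, Asuc_0943 and Asuc_0944 had −2.14, −2.16 and −1.91, sodC (Asuc_0800) had 1.16 and purD (Asuc_1148) had −1.35. Among the transporter genes, values were 1.04 for Asuc_1568, 1.76 for Asuc_0142, 2.61 for Asuc_0146, 2.02 for Asuc_0147, −1.30 for Asuc_0270, −1.43 for Asuc_0271, 2.41 for Asuc_0367, 2.77 for Asuc_1578, −1.14 for Asuc_1988, −1.27 for Asuc_1989, −1.47 for Asuc_1990 and −2.61 for Asuc_1991. Several of these calls rested on single libraries. That of Asuc_1568 was lost without aerobic fumarate replicate 1 (1.09), aerobic fumarate replicate 2 (0.96), aerobic fumarate replicate 3 (1.06), aerobic glucose replicate 1 (0.82), aerobic glucose replicate 2 (0.89), anaerobic fumarate replicate 2 (0.78), anaerobic fumarate replicate 3 (1.02), anaerobic glucose replicate 1 (0.96), anaerobic glucose replicate 2 (1.12) or anaerobic glucose replicate 3 (1.03), that of Asuc_0270 without aerobic fumarate replicate 1 (−1.21), aerobic fumarate replicate 3 (−1.21), aerobic glucose replicate 1 (−1.35), aerobic glucose replicate 3 (−0.89), anaerobic fumarate replicate 1 (−1.10), anaerobic fumarate replicate 3 (−1.24), anaerobic glucose replicate 1 (−1.21) or anaerobic glucose replicate 2 (−1.17), and that of Asuc_0367 without aerobic fumarate replicate 1 (2.26), aerobic fumarate replicate 2 (2.29), aerobic glucose replicate 3 (1.65), anaerobic fumarate replicate 2 (1.65), anaerobic fumarate replicate 3 (2.56), anaerobic glucose replicate 1 (2.54), anaerobic glucose replicate 2 (2.54) or anaerobic glucose replicate 3 (2.14). The calls of sodC, Asuc_1988 and Asuc_1989 were lost without aerobic glucose replicate 1 (0.92), aerobic glucose replicate 2 (−0.86) and anaerobic fumarate replicate 2 (−0.93) in this order, and that of purD without aerobic glucose replicate 2 (−0.99) or anaerobic glucose replicate 2 (−1.20). With all libraries, the call of Asuc_1568 was lost with depth as a covariate (0.98) or eBayes without a trend (1.04, adjusted p = 0.113), that of Asuc_0270 with quantile normalization (−1.26, adjusted p = 0.111), that of Asuc_0367 with array weights (1.24, adjusted p = 0.1647) or a pseudocount of 1 (3.18, adjusted p = 0.105) and that of Asuc_1989 with array weights (−0.91).

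Aerobic glucose replicate 3 alone does not account for the interaction, since 392 of the genes stayed called in the same direction without it. As for depth, 439 stayed called in the same direction with it as a covariate. Median aligned reads (R1) were lower under aerobic growth on fumarate (367355 against 1133393) and on glucose (330783 against 1143989). A depth effect common to both substrates would therefore largely cancel in the interaction, and the covariate could move it little. A depth effect that differs between the substrates was not tested. Of 100 splits of the libraries into groups of the same sizes, 2 gave as many genes, the real one included, so that a random grouping of the libraries can be excluded at the 5% level. Most of these splits mix the conditions and so remove their other differences as well, and for that reason they do not test the interaction apart from these. The other of these splits, with 806 genes, kept both anaerobic conditions whole and mixed the aerobic libraries. Glycerol was supplied with fumarate under anaerobic growth by the paper's account, so an effect of glycerol and an effect of oxygen on fumarate stay open together, and the labels give no sequencing batch by which to separate the conditions. A biological difference between the substrates in the response to oxygen is a hypothesis that these libraries did not test further.

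Of the genes called in at least one pairwise comparison, 473 lie outside Table S4, whose genes the paper discusses. Low or rounded values do not account for them, since 14 had a mean under 20 RPKM. In contrast, 451 had a largest log2 ratio of mean RPKM under 1.6, near the size of 1.56 that the p-values printed in Table 1 need to reach 0.1 if they are taken as unadjusted, so a test with a wider spread is a candidate explanation for their absence from Table S4. No biological explanation was tested for this difference.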

How the results depend on the processing

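The number of genes called moved past 1.5 times its value when no limit was set on the fold change, to 915 between the oxygen conditions on fumarate, 1007 on glucose, 575 between the substrates under aerobic and 763 under anaerobic growth, 710 for the interaction and 1582 in at least one pairwise comparison, since fewer conditions are then asked of a gene. With one fixed standard error for every gene, an alternative chosen after seeing the data, 401 genes were called in at least one pairwise comparison. Under the other alternatives tried for these counts, all stayed within 1.5 times, but not always with the same genes. With depth as a covariate, 260 genes were called between the oxygen conditions on fumarate, and 202 of the 369 called without it were among them. All aerobic fumarate libraries had fewer aligned reads than all anaerobic ones, so this fit cannot fully separate depth from oxygen. Ranked among the 37 transporter genes alone, a reading also chosen after seeing the data, 2 genes that were not called were within the top 25% in every condition and 4 in at least one, against 1 when ranked among all genes, since fewer genes of high expression are then in the ranking.

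With each library left out in turn, the counts ranged from 338 to 400 on fumarate, from 385 to 518 on glucose, from 235 to 284 and from 275 to 315 between the substrates, from 789 to 876 for at least one comparison, from 403 to 497 for the interaction and from 17 to 21 for the transporter genes. The rank of Asuc_1999 by its mean under aerobic growth on glucose was 2 in each of these fits.

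The adjusted Rand index with the clusters of Table S4 moved to 0.71718 with average and 0.692307 with Ward linkage, and ranged from 0.438186, without aerobic glucose replicate 3, to 0.842981, without anaerobic fumarate replicate 3. The cause was not tested. The ribosomal protein genes kept their median of 0.980322 on glucose with an estimated correlation between genes, since this changes the test alone, but camera then gave p = 0.123. The median ranged from 0.673961, without aerobic glucose replicate 3, to 1.20146, without aerobic glucose replicate 2. The correlation across genes of the oxygen effects on both substrates was 0.335546 as Spearman's rho and 0.182887 with depth as a covariate, and ranged from 0.193784, without aerobic glucose replicate 3, to 0.303504, without aerobic glucose replicate 1. The cause was not tested.

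For 315 pairs of a named gene and a comparison, 6890 values were recomputed under alternatives, of which 6732 stayed on the same side of the limits, 122 fell under a limit, 36 rose past both and 0 called values reversed. Of those that stayed, 118 changed sign, all for pairs that were not called. Leaving out single libraries gave 79 of the losses and 28 of the gains.

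Replicate numbers did not pair the libraries, since the correlation between libraries of the same number in different conditions, across genes after subtracting each condition's mean, was over 0.1 in 0 of 18 pairs. With the replicate number as a block, 826 genes were called in at least one comparison.

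In each of the 4 pairwise comparisons, only the real one of 10 splits of 6 libraries into groups of 3 gave as many genes. For the ribosomal protein genes on glucose, 4 of the 10 splits reached the camera p of the real one, itself included. Each split was refitted with all 12 libraries, so that count applies to the camera p of 1.9e-16. Among the splits that did not reach it, the smallest camera p was 5.4e-12. In the 4 pairwise comparisons, the splits other than the real one called at most 0 genes. A share of 10 splits cannot go under 0.1, so these splits by themselves cannot exclude chance at the 5% level, whatever they give. For genes called in at least one comparison, 1 of 100 splits of the 12 libraries, the real one, gave as many, the next giving 681, so chance can be excluded. For the correlation, 22 of 100 splits gave a value as high, so chance cannot be excluded.

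Depth limits what can be said of genes with few reads. In aerobic fumarate replicate 1, 1 read on a gene of 1 kb corresponds to 5.06 RPKM, so differences among genes of a few RPKM were not detectable.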

Differences from the paper's values

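The paper gives 353 genes differentially expressed in at least one pairwise comparison, and 818 were called here. None of the alternatives set before the data were examined came within 1.5 times of the paper's number. With one fixed standard error for every gene, which was chosen after seeing the values, 401 genes were called, and 13 of the paper's 353 were dropped. The paper designates 3 transporter genes as constitutively expressed, and 1 met the rule here, ranked among all genes. All alternatives set before the data were examined gave 1. Ranked among the 37 transporter genes alone, which was chosen after seeing the values, 2 met it in every condition and 4 in at least one, the latter with the 3 genes of the paper among them, and neither number was over 1.5 times from the paper's.

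For Asuc_0304, glucose minus fumarate under aerobic growth, the log2 fold change of the paper is 0.03 and the log2 ratio of mean RPKM here was −0.0162 (limma −0.02). The values no longer differ in sign without aerobic glucose replicate 1 and differ under the 7 other alternatives. For Asuc_1163, anaerobic minus aerobic growth on glucose, the paper gives 0.096, and −0.0406 was found, while the log2 fold change from limma, 0.06, had the paper's sign. There was no difference with the median of the 3 libraries, without anaerobic glucose replicate 2 or without aerobic glucose replicate 3, and the 5 other alternatives kept it. For Asuc_1922 the paper gives 0.391 for anaerobic minus aerobic growth on fumarate and 0.214 for glucose minus fumarate under aerobic growth, against −0.0825 and −0.17 here (limma −0.09 and −0.33). The first did not differ with the median of the 3 libraries, without anaerobic fumarate replicate 2 or without aerobic fumarate replicate 1, the second without aerobic glucose replicate 2, aerobic glucose replicate 3 or aerobic fumarate replicate 1, and each differed under the 5 other alternatives. A mean of Table 1 was taken to differ if it was off by more than the SD of the replicates and over 1.5 times, and a log2 fold change if its sign was another or it was off by more than the spread of the replicates. By these rules 0 of 148 means differed, with a largest difference of 0.333 RPKM, and 144 of 148 log2 fold changes did not, although single values were off by up to 0.811, with a median of 0.0536.

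The paper states that Asuc_1999 had higher transcription than the other transporters in all conditions. It was first in 9 of 12 libraries, and under aerobic growth on glucose Asuc_1991 was higher, with means of 9599 against 1707 RPKM. The paper places Asuc_0272 and Asuc_0304 among genes within the top 25% in expression. Their means lay within the top 44.0% to 59.3% and the top 36.3% to 41.1% of all genes. If the ranking meant is that among the 37 transporter genes, both lay within the top 25% in at least one condition and Asuc_0304 in every condition. The paper describes a list of 14 TRAP and TTT genes as not differentially expressed under any condition. Here 9 of them were not called in any comparison, while Asuc_0147, Asuc_0148, Asuc_0156, Asuc_1578 and Asuc_1956 were, and 3 of these, Asuc_0147, Asuc_0148 and Asuc_1578, pass the limits with the p-values printed in Table 1. With depth as a covariate, Asuc_0147 alone of the 5 stayed called on fumarate. Asuc_0158, not called at −1.23 on fumarate, was called without aerobic fumarate replicate 2 (−1.61), aerobic glucose replicate 2 (−1.23) or aerobic glucose replicate 3 (−1.23), with the replicate number as a block and in a fit of the 6 libraries compared. The paper describes a single gene, Asuc_0142, as differentially expressed under anaerobic growth on glucose. It was the 1 gene called higher there in both comparisons, and Asuc_1578 and Asuc_1991 were called higher than on fumarate with glycerol. The paper describes the pyruvate dehydrogenase genes and both superoxide dismutase genes as raised in aerobic conditions. On fumarate the log2 fold changes of the pyruvate dehydrogenase genes, from −0.80 to −0.59, stayed under the fold limit and passed with no fold limit, and on glucose sodC had −0.78, or −1.02 and a call without aerobic glucose replicate 1.

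Of the genes of Table S4, 8 were not called here, namely Asuc_0102, Asuc_0453, Asuc_0866, Asuc_1253, Asuc_1598, Asuc_1632, Asuc_1655 and Asuc_2049. Without aerobic glucose replicate 1, Asuc_0102, Asuc_0453, Asuc_0866 and Asuc_1253 were called, without replicate 2 Asuc_0866 and Asuc_1632, without replicate 3 Asuc_0102, Asuc_0453 and Asuc_0866, and without anaerobic glucose replicate 2 Asuc_0102. Array weights called Asuc_0102, Asuc_0453 and Asuc_0866, an unadjusted p Asuc_0102, Asuc_0866 and Asuc_1253, a fit of the 6 libraries compared Asuc_0453 and Asuc_0866, a depth covariate Asuc_0453 and the replicate number as a block Asuc_0102.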

Other observations

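The tests of lower depth, of mixing or a label swap, of mixing with an anaerobic fumarate library and of the spread behind the p-values of Table 1 were chosen only after the result was seen. Aerobic glucose replicate 3 stood apart from replicates 1 and 2. Lower depth is argued against, since over genes of at least 200 RPKM the SD of its deviation was 2.6 times that of aerobic fumarate replicate 1, which has fewer aligned reads. Mixing with, or a label swap for, another of the 12 libraries is argued against as the whole cause. In aerobic glucose replicate 3, 41 genes of at least 100 RPKM lay over 2-fold above the highest of the other 11 libraries. The count was at most 8 in a library of another condition and 11 in aerobic glucose replicate 2. These genes do not exclude mixing or a swap beside another cause. Spearman's rho of the deviation with gene length was −0.0506, which argues against gene length. The 5 heat shock genes grpE, dnaJ, htpG, hslU and hslV had a median deviation of 0.50, above 97.3% of random lists, and 7 SOS genes had 0.47, above 97.1%, with 5 raised in each list. The genes clpB, dnaK, groL, lexA and recN, whose raised values had been seen, were left out of these lists, and their deviations ranged from 1.67 to 2.40. The 6 conserved housekeeping genes had a median log2 deviation of −0.346, above 25.5% of random lists and so within their spread. That they were not raised met the limit set in advance against reads of another bacterium, but a value within this spread excludes nothing, so such reads stay open, as they do with the low share of aligned reads. A stress response of that culture stays open beside them.

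Anaerobic fumarate replicate 2 had 189 genes more than 1 log2 unit from the mean of replicates 1 and 3. It had 1159362 aligned reads (R1), more than the other libraries of the condition (1133393 at most). Spearman's rho of its deviation with gene length was 0.0751, which argues against gene length. Genes of 10 to 100 RPKM deviated by −0.0695 (log2) relative to genes above 500 RPKM. This met the limit set in advance against a loss of low-abundance transcripts, but a median does not exclude a loss in part of these genes, and 113 genes were below 5 RPKM, against 57 and 36 in replicates 1 and 3, so such a loss stays open. No biological explanation was tested.

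Glycerol genes were raised in anaerobic glucose replicate 1 against replicates 2 and 3. If this library held reads of an anaerobic fumarate library, the iron transport genes Asuc_1715 to Asuc_1718 would be raised by a like share of their level there. Their highest share was 1.72%, below the lowest of the glycerol genes, 4.67%, which argues against it. No biological explanation was tested.

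Taken as unadjusted, which Table 1 does not state, its p-values and fold changes imply a standard error for each of 148 pairs of a gene and a comparison. For pairs with p from 0.01 to 0.9, outside which the printed digits are too few, and means above 20 RPKM, its 95th percentile was 1.07 times its 5th over 80 pairs, against 2.3 times for the standard errors from the replicates. Its median was 0.948, against 0.2858 for limma, and Spearman's rho between them was 0.583. Over the 48 pairs with a mean of at most 20 RPKM it varied more, with a 95th percentile 1.525 times the 5th and values up to 1.73, and larger values went with a smaller RPKM of the lower mean, among these pairs (rho −0.728) and among the 80 others (rho −0.69). This argues against one spread for all genes. A nearly common spread for genes above 20 RPKM is a candidate explanation.

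Across genes, which are not independent replicates, the oxygen effects on fumarate and on glucose had a Pearson r of 0.277.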
